# Forniceal deep brain stimulation induces gene expression and splicing changes that promote neurogenesis and plasticity

**DOI:** 10.7554/eLife.34031

**Published:** 2018-03-23

**Authors:** Amy E Pohodich, Hari Yalamanchili, Ayush T Raman, Ying-Wooi Wan, Michael Gundry, Shuang Hao, Haijing Jin, Jianrong Tang, Zhandong Liu, Huda Y Zoghbi

**Keywords:** forniceal deep brain stimulation, hippocampus, neurogenesis, MeCP2, Rett syndrome, intellectual disability, Mouse

## Abstract

Clinical trials are currently underway to assess the efficacy of forniceal deep brain stimulation (DBS) for improvement of memory in Alzheimer’s patients, and forniceal DBS has been shown to improve learning and memory in a mouse model of Rett syndrome (RTT), an intellectual disability disorder caused by loss-of-function mutations in *MECP2*. The mechanism of DBS benefits has been elusive, however, so we assessed changes in gene expression, splice isoforms, DNA methylation, and proteome following acute forniceal DBS in wild-type mice and mice lacking *Mecp2*. We found that DBS upregulates genes involved in synaptic function, cell survival, and neurogenesis and normalized expression of ~25% of the genes altered in *Mecp2*-null mice. Moreover, DBS induced expression of 17–24% of the genes downregulated in other intellectual disability mouse models and in post-mortem human brain tissue from patients with Major Depressive Disorder, suggesting forniceal DBS could benefit individuals with a variety of neuropsychiatric disorders.

## eLife digest

Many brain disorders cause impairments in learning and memory. These include developmental disorders such as Rett syndrome, in which children struggle with learning, as well as diseases of old age such as Alzheimer’s disease. People with these disorders often show changes in a region of the brain called the hippocampus. Named after the Greek word for ‘seahorse’ because of its shape, the hippocampus has a key role in forming new memories. Restoring normal activity in the hippocampus could thus help reduce learning and memory impairments.

One way to increase activity in the hippocampus is through a technique called deep brain stimulation (DBS). As the name suggests, DBS involves lowering electrodes deep into the brain to stimulate specific areas of brain tissue. Applying DBS to the fornix, a bundle of nerve fibers that carries information into and out of the hippocampus, improved memory in a mouse model of Rett syndrome. But exactly how DBS produced this improvement is unclear.

Pohodich et al. now showed that DBS of the fornix alters gene activity in the mouse hippocampus. To activate a gene, cells first used the gene’s DNA as a template to produce a molecule of RNA. They then used the RNA as a template to produce a protein. Disorders such as Rett syndrome disrupt the efficiency of this process for large numbers of genes. Pohodich et al. showed that stimulating the fornix of mice with Rett syndrome reversed these changes for about a quarter of genes affected in the disorder. DBS also induced changes in thousands of RNA molecules in healthy mice. Many of these come from genes that support communication between nerve cells or that promote the formation of new nerve cells.

DBS may have beneficial effects in other disorders too. Pohodich et al. showed that DBS also increases the levels of genes that are decreased in two other intellectual disability disorders, as well as genes that are altered in depression. For DBS to become a viable treatment, clinical trials must establish its safety and efficacy. Such trials are already underway in patients with Alzheimer’s disease. Future trials could include patients with learning impairments, or with depression that has not responded to other treatments.

## Introduction

Deep brain stimulation (DBS) provides electrical stimulation to the brain through implantation of indwelling electrodes in various specific regions, according to the effect desired (Perlmutter and Mink, 2006). DBS has proven effective in relieving the symptoms of movement disorders, most notably Parkinson’s disease and essential tremor (Benabid et al., 1991; Miocinovic et al., 2013). More recently, DBS was serendipitously discovered to improve memory in a patient undergoing hypothalamic/fornix stimulation for the treatment of morbid obesity and this further expanded the potential applications of DBS to disorders with impairments in hippocampal memory (Hamani et al., 2008). The safety and efficacy of forniceal DBS to activate the hippocampus is now being assessed in human clinical trials as a therapy to slow the cognitive decline resulting from Alzheimer’s disease (Laxton et al., 2010; Lozano et al., 2016; Ponce et al., 2016; Sankar et al., 2015). Animal studies have shown that forniceal stimulation in mice and rats with defects in hippocampal memory markedly improves deficits in hippocampus-dependent memory tasks; these improvements correlated with enhanced circuit function and neurogenesis (Hao et al., 2015; Shirvalkar et al., 2010).

These provocative results led us to explore the possibility of using DBS to treat childhood intellectual disability disorders. We were particularly interested in Rett syndrome (RTT) (OMIM # 312750), a postnatal neurodevelopmental disorder caused by loss-of-function mutation in the X-linked gene methyl-CpG-binding protein 2 (*MECP2*) (Amir et al., 1999). RTT was an intriguing candidate for DBS because it involves so many gene expression changes in so many neuronal groups that the chance of developing a viable pharmacotherapy seems exceedingly remote (Baker et al., 2013; Chahrour et al., 2008; Johnson et al., 2017; Sugino et al., 2014). We administered forniceal DBS to awake, freely-moving wild-type and *Mecp2*-heterozygous mice (a reliable model of RTT), adjusting stimulation intensities in each mouse to ensure we did not trigger seizures, and found that DBS improved hippocampus-dependent contextual fear and spatial memory behaviors in both wild-type and RTT mice compared to sham-treated mice (Hao et al., 2015). In fact, the effect of DBS in the RTT mice was so dramatic that it restored these behaviors to wild-type levels. These improvements correlated with increases in long-term potentiation (a marker of synaptic plasticity) and adult hippocampal neurogenesis, both of which are impaired in RTT mice. In a subsequent study, we found that forniceal DBS restores hippocampal circuit function in *Mecp2*-mutant mice (Lu et al., 2016). Determining the mechanism underlying these effects became our next step, and we considered changes in transcription, RNA splicing, and DNA methylation.

Much of neuronal plasticity derives from transcriptional changes triggered by an external stimulus, with the genes that respond earliest to neuronal activation encoding transcription factors that set off a cascade of further alterations (Ebert and Greenberg, 2013; Greer and Greenberg, 2008). The downstream targets of these transcription factors encode synaptic proteins and signaling molecules that modulate neuronal synaptic properties (Cohen and Greenberg, 2008; Ebert and Greenberg, 2013). Activity-dependent changes in alternative splicing also contribute to the complexity of the neuronal response, by altering the relative abundance of different transcript variants within the cell, which in turn can alter synaptic physiology (Iijima et al., 2011; Mu et al., 2003; Quesnel-Vallières et al., 2016). Thus, changes in gene expression at both the gene and isoform levels play important roles in shaping the neuronal proteome in response to stimuli.

A growing body of evidence indicates that DNA methylation is also involved in learning and the formation of memories (Feng et al., 2010; Halder et al., 2016; Zovkic et al., 2013). Changes in DNA methylation patterns following activity have been observed in the mouse hippocampus and cortex, and plasticity-associated genes show an enrichment for activity-regulated methylation sites (Guo et al., 2011; Halder et al., 2016; Ma et al., 2009). Stimulus-induced alterations in DNA methylation can be correlated with gene expression changes in these brain regions, as well as with discreet aspects of the learning process (Guo et al., 2011; Halder et al., 2016). These findings suggest that DNA methylation can be dynamically regulated to influence the behavior of a neuron.

We therefore asked how these processes might be affected by acute forniceal DBS. We first characterized the gene expression and splicing changes induced by activity in dentate gyrus (DG) cells of adult wild-type (WT) male mice. We then ascertained whether changes in the neuronal proteome or the DNA methylome were altered post-DBS and how these changes relate to the transcriptional events observed following stimulation. Next, to evaluate how the response to DBS may differ in diseased neurons, we characterized the transcriptional changes elicited by acute DBS in male mice that lack *Mecp2*. We compared these acute transcriptional changes with those observed in female, *Mecp2*-heterozygous (Het) mice and also assessed the impact of chronic forniceal stimulation on gene expression in Het mice. Finally, we compared acute DBS-induced gene expression changes in wild-type male mice with transcriptional changes observed in other mouse models of intellectual disabilities and in post-mortem tissue from individuals with Major Depressive Disorder.

## Results

### Deep brain stimulation promotes expression of genes involved in neuronal plasticity

To better understand the effects of forniceal DBS on neuronal processes, we utilized a DBS implantation and stimulation paradigm previously reported by our lab and that uses parameters similar to those used in humans (Figure 1A and B) (Hao et al., 2015). We optimized the paradigm to acutely activate DG neurons and found that 45 min of forniceal DBS with a 20 min recovery period elicited robust activity-dependent gene expression in the DG of WT mice (Figure 1—figure supplement 1).

**Figure 1.**
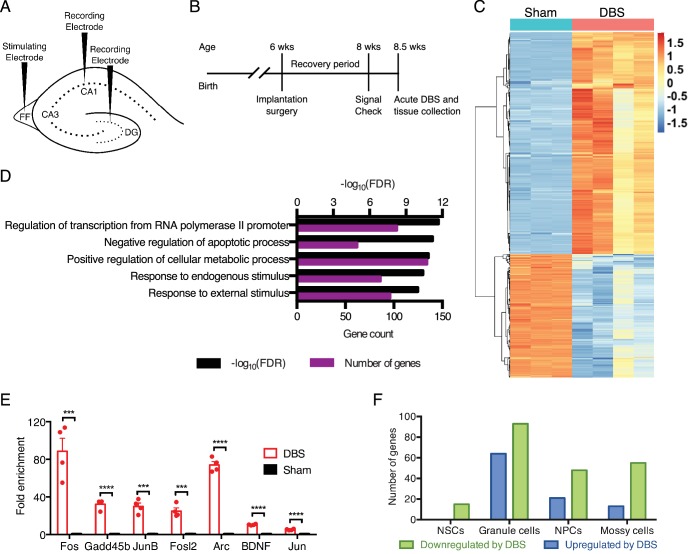
DBS alters the expression of many genes, including numerous transcriptional regulators in wild-type mice. (**A**) Schematic showing electrode placement for DBS. DG: dentate gyrus; FF: fimbria-fornix. (**B**) Timeline of implantation and tissue collection used for these studies. Signal check: single pulse induced evoked responses in the DBS pathway as recorded in the hippocampus were verified 1–2 days prior to acute DBS. (**C**) Heatmap showing protein-coding genes whose expression change at least 2-fold (with FDR < 0.05) following DBS in wild-type mice (WT). Sham columns are indicated by teal bar. DBS columns are indicated by the pink bar. (**D**) Gene ontology (GO) analysis of genes that are upregulated at least at least 2-fold (with FDR < 0.05) following DBS. (**E**) RT-qPCR validation of DBS upregulated genes in a new cohort of WT mice (n = 4 sham and 4 DBS mice; significance determined using an unpaired, two-tailed t-test; error bars: SEM; ***p<0.001; ****p<0.0001). (**F**) Numbers of genes found to be significantly altered in expression following DBS in different dentate gyrus cell types (p<0.01). NSCs: Neural stem cells; NPCs: Neural progenitor cells. Figure 1—figure supplement 1 shows preliminary RT-qPCR experiment data used to pick the optimal duration for acute stimulation, and it shows the overlap of DBS-upregulated genes with prior activity-dependent datasets. Figure 1—figure supplement 2 shows the stable RNA expression level of genes used as housekeeping genes in RT-qPCR experiments. Source data for all quantified gene expression data in WT sham and DBS samples is provided in Figure 1—source data 1. Figure 1—source data 2 provides the GO data used in Figure 1D. The complete PSEA results are available in Figure 1—source data 3. 10.7554/eLife.34031.006Figure 1—source data 1.Quantified gene expression data from wild-type sham and DBS-treated mice. 10.7554/eLife.34031.007Figure 1—source data 2.Gene ontology data for differentially expressed genes in wild-type samples following DBS. 10.7554/eLife.34031.008Figure 1—source data 3.Detailed PSEA results showing cell type and DBS-treatment specific genes.The following information is provided in this table: coef.1 is the noise, coef.2 is the normalized population specific expression, coef.3 is the normalized relative differences between DBS and sham treatment, and pvalue.1, pvalue.2, and pvalue.3 indicate significance of coef.1, 2, or 3, respectively, as determined by the F-test in the linear regression analysis.

**Figure 1—figure supplement 1.**
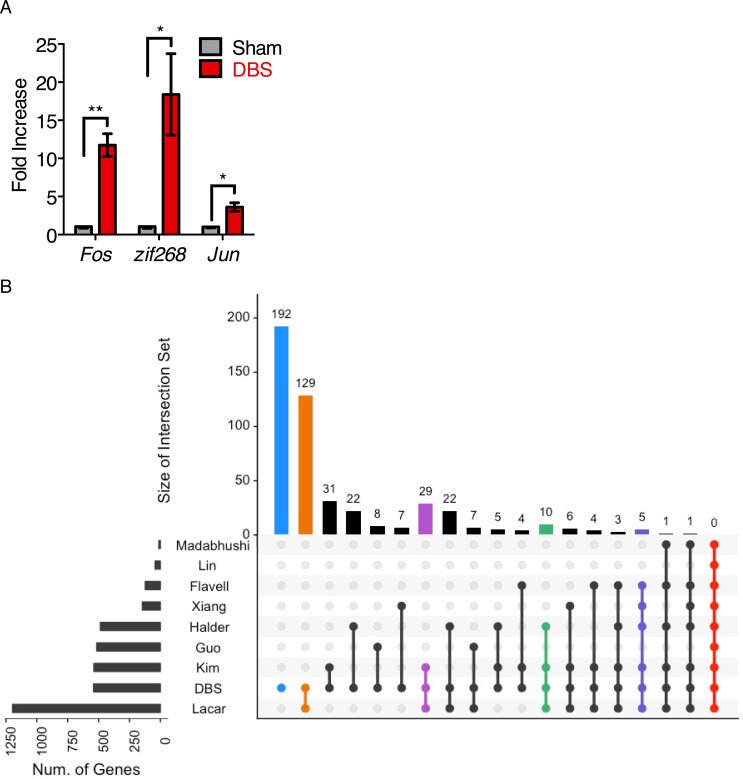
Determining stimulation duration for acute DBS and overlap of DBS-induced genes with previously reported activity-dependent genes. (**A**) RT-qPCR evaluation of the expression of 3 activity-dependent genes in DG tissue from WT mice following 45 min of DBS with a 20 min post-stimulation recovery period (n = 4 DBS, three sham; error bars: SEM; unpaired, two-tailed t-test; *p<0.05; **p<0.01; normalized to GAPDH). (**B**) Overlap of genes previously reported to be activity-dependent with those genes found to be significantly upregulated (FDR < 0.05, fold-change >2) by forniceal DBS in WT mice.

**Figure 1—figure supplement 2.**
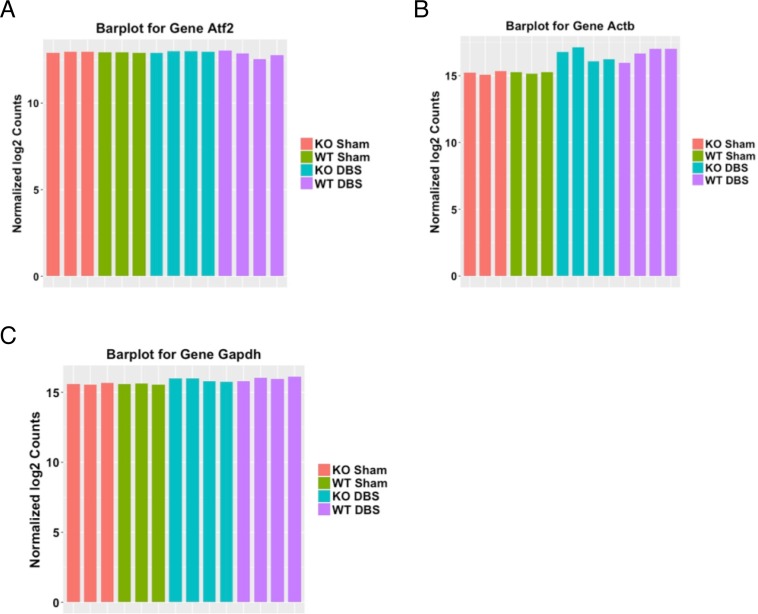
Selection of housekeeping genes for RT-qPCR based on stability of gene expression across genotypes and treatments. These three housekeeping genes were used for normalization in RT-qPCR experiments. They were chosen because of their stable expression between genotypes (WT and *Mecp2*-KO mice) and between sham and DBS treated animals.

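In the RNA-Seq data, transcripts of Actb, which encodes the cytoskeletal protein β-actin, rose with DBS in both genotypes. Gapdh, which encodes a glycolytic enzyme, also rose, by less, and Atf2, which encodes a transcription factor of the CREB family, did not pass the test. Actb (ENSMUSG00000029580.14) lies on chromosome 5 of GRCm38 from 142903115 to 142906754 and had 43464 ± 2720 normalized counts in WT sham mice (SD, n = 2) and 122320 ± 36489 in WT DBS mice (SD, n = 4). This is a log2 fold change of 1.46 (standard error 0.26, adjusted p = 0.00156 from edgeR's quasi-likelihood test). In KO mice, with 3 sham and 4 DBS mice, it was 1.32 (standard error 0.23, adjusted p = 0.00108 from the same test). Gapdh (ENSMUSG00000057666.18, chromosome 6, 125161715 to 125166467) went from 57274 ± 1887 to 73355 ± 6760 normalized counts in WT mice, a log2 fold change of 0.36 (standard error 0.10, adjusted p = 0.013 from edgeR). Atf2 (ENSMUSG00000027104.18, chromosome 2, 73816509 to 73892639) had 8876 ± 105 normalized counts in WT sham mice and 8248 ± 1116 in WT DBS mice, a log2 fold change of −0.11 (standard error 0.09, adjusted p = 0.367 from edgeR). In KO mice Gapdh rose by 0.27 on the log2 scale (standard error 0.09, adjusted p = 0.0261 from edgeR), while the value for Atf2 was 0.02 (adjusted p = 0.845). Between KO sham and WT sham mice, the log2 fold changes of Actb, Gapdh and Atf2 were 0.05, −0.01 and 0.01, and none passed the test. Adjusted over the list alone, 2 of the 3 genes also rose in each genotype. Among markers of other cells, Slc39a12, a zinc transporter of astrocytes, rose by 0.46 in WT mice (standard error 0.10, adjusted p = 0.00424 from edgeR). The Gapdh call ended without WT sham mouse 1 in WT mice (adjusted p = 0.16 from edgeR). In KO mice it ended with upper-quartile scaling and without KO sham mouse 1, 2 or 3 (0.0734, 0.0744 and 0.0696) or KO DBS mouse 1 or 2 (0.0822 and 0.0616).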

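The RNA-Seq data of the acute DBS experiment covered the dentate gyrus of 13 male mice in 4 groups. There were 2 sham-treated and 4 DBS-treated WT mice and 3 sham-treated and 4 DBS-treated Mecp2-null (KO) mice, which lack the methyl-CpG-binding protein MeCP2. DBS mice received 45 min of stimulation of the fornix at 130 Hz, in pulses of 60 µs and 50 µA, and 20 min of recovery at 8 to 9 weeks of age, while sham mice carried electrodes and received no current. By the authors' methods, mice with a strong evoked response in the dentate gyrus were assigned to DBS and those with a weak one to sham, so that this response also differs between the groups. The authors made libraries that do not keep strand (TruSeq RNA) in 2 batches and sequenced them in 3 batches, with WT sham mouse 1 sequenced in 2 runs. The labels give batch 1, 2 or 3, with 3 only for the second run of this mouse. They do not say whether this is a batch of library preparation or of sequencing. Batches 1 and 2 of the labels each held mice of all 4 groups. The authors aligned the reads to the mouse genome (GENCODE M10, mm10) with STAR 2.4.2a. They deposited whole-number counts of read pairs per gene for each library, not normalized. Counts in mouse genes were 58031393 and 63694431 for the WT sham mice, 55587608 to 67637849 for the WT DBS mice (median 59607654.5), 57469673 to 60133509 for the KO sham mice (median 59621665) and 51030550 to 59783643 for the KO DBS mice (median 58552695.5). The second run of WT sham mouse 1 held 151039907 counts, and the runs differed by little more than the sampling noise (chi-square of 1.05 per gene, against 9.37 between the 2 WT sham mice), so they were added and counted as 1 mouse. From these counts, the 15840 genes with a mean count above 40 were scaled by TMM and tested with edgeR's quasi-likelihood test, with terms for group and batch and Benjamini-Hochberg adjustment. Folds of at least 2 and of over 1.2 (20%) were the thresholds of size, and normalized counts were divided by TMM-scaled library sizes. Lists of genes were tested with camera at a preset correlation of 0.01 between genes. The choices that could change the numbers are the scaling, the filter on low counts, the test, and the use of 1 estimate of the spread over all 13 mice. The biological coefficient of variation was 0.0558 among sham mice and 0.147 among DBS mice, and the common estimate was 0.125. On counts simulated from these libraries, edgeR called 96% of genes changed 2-fold and 46% of those changed 1.5-fold between WT DBS and WT sham mice, with 6.15% of its calls false. The simulation gave sham and DBS mice the same spread, so these rates may not hold for groups of unequal spread. It changed 200 genes, while 6966 passed between WT DBS and WT sham mice. The adjusted p depends on the share of changed genes, so the recovery of small changes may differ there. All comparisons with WT sham mice rest on 2 mice, and the p-values of single genes depend on the spread estimated across genes.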

Using this acute activation paradigm, we first performed RNA-sequencing (RNA-Seq) using dentate gyrus tissue from WT mice to obtain an unbiased look at early changes in neuronal transcription post-DBS. We found thousands of gene expression differences between wild-type mice that had undergone DBS treatment and those that had been sham-treated (i.e., implanted with DBS electrodes that did not receive electrical stimulation); 1025 genes were either increased or decreased at least two-fold by DBS (Figure 1C; Figure 1—source data 1). 

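DBS changed 1193 of the 15840 genes at least 2-fold in WT mice, and of these 724 rose and 469 fell at an adjusted p under 0.05 from edgeR (n = 4 DBS and 2 sham mice). Among the largest rises were Fosb, a partner of Jun proteins in the AP-1 transcription factor, with a log2 fold change of 7.68 (standard error 0.78, adjusted p = 0.000378 from edgeR), and Atf3, a stress-induced transcription factor, with 7.54 (standard error 0.64, adjusted p = 6.66e-05). Cenpa, which encodes the histone variant of centromeres, rose by 6.64 (standard error 0.37, adjusted p = 5.81e-06 from edgeR), and Nptx2, a secreted pentraxin that gathers AMPA-type glutamate receptors at synapses, by 6.01 (standard error 0.40, adjusted p = 1.7e-05). Among the genes that fell, the melanocortin receptor gene Mc4r had a log2 fold change of −2.14 (standard error 0.27, adjusted p = 0.000107 from edgeR) and the neuropeptide Y receptor gene Npy5r of −2.13 (standard error 0.30, adjusted p = 0.000185). Larger decreases were seen for Rtl3, a gene derived from a retrotransposon, with −2.83 (standard error 0.12, adjusted p = 1.84e-07 from edgeR), and for Card6, which encodes a caspase recruitment domain protein, with −2.82 (standard error 0.26, adjusted p = 1.44e-05). With the threshold at 20%, 2917 genes rose and 3359 fell, and with upper-quartile scaling 2178 rose and 4263 fell. All 724 raised and all 469 lowered genes had the same direction within batches 1 and 2 of the labels. Their choice in these same mice sets this, as the DBS and sham mice did not overlap for 724 raised and 468 lowered genes. The complement gene C1qc, a marker of microglia, also rose, by 0.65 (standard error 0.12, adjusted p = 0.00132 from edgeR). Leaving out WT sham mouse 1 leaves 1 WT sham mouse, and fewer genes then passed at both thresholds of size. Fewer also passed at over 20% without WT sham mouse 2. With no filter on low counts, 1147 genes rose and 803 fell at least 2-fold, and with the filter of edgeR (filterByExpr) 712 fell.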

To see whether DBS induced novel activity-dependent genes or predominantly known activity-dependent genes, we compared genes upregulated at least two-fold by DBS with genes previously reported to have activity-dependent changes in expression in neurons (Eom et al., 2013; Flavell et al., 2008; Halder et al., 2016; Kim et al., 2010; Lin et al., 2008; Madabhushi et al., 2015; Xiang et al., 2007). These datasets derived from different brain regions and cell types and employed a variety of activation methods, including drug treatments and physiologic stimuli such as environmental enrichment. Despite these many differences, we found that roughly one-third of the genes increased by DBS in WT mice overlapped with these prior datasets (Figure 1—figure supplement 1), and these included many well-characterized immediate early genes such as *Fos* and *Bdnf* in addition to numerous transcriptional regulators and signaling components. 

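Of 26 activity-regulated transcription factors on a fixed list, 25 rose in WT DBS mice and none fell, and of 18 activity-regulated effectors all 18 rose, at an adjusted p under 0.05 from edgeR. The counts were the same adjusted over the list alone. Fos (ENSMUSG00000021250.13), the immediate early gene of the AP-1 factor, lies on chromosome 12 of GRCm38 from 85473890 to 85477273. It had 689 ± 5.65 normalized counts in WT sham mice (SD, n = 2) and 64691 ± 57565 in WT DBS mice (SD, n = 4), a log2 fold change of 6.19 (standard error 1.16, adjusted p = 0.00992 from edgeR). Bdnf (ENSMUSG00000048482.14, chromosome 2, 109674700 to 109727007) encodes the neurotrophin that acts on TrkB receptors and went from 3258 ± 470 to 46145 ± 15296 normalized counts, a log2 fold change of 3.79 (standard error 0.27, adjusted p = 1.33e-05 from edgeR). Arc (ENSMUSG00000022602.14, chromosome 15, 74669083 to 74672570), whose protein acts in the endocytosis of AMPA receptors, went from 3723 ± 385 to 298610 ± 97537, a log2 fold change of 6.30 (standard error 0.33, adjusted p = 4.45e-06 from edgeR). The transcription factor that did not pass was Fosl1, named after its value was seen, with a log2 fold change of −0.08 (standard error 0.21, adjusted p = 0.777 from edgeR). The median log2 fold change was 4.33 for the transcription factors (camera adjusted p = 4.69e-14, and adjusted p = 0.508 with an estimated correlation) and 3.69 for the effectors (camera adjusted p = 6.66e-21, and adjusted p = 0.508 with an estimated correlation). P2ry12, a purinergic receptor of microglia, rose by 0.54 in the same mice (standard error 0.10, adjusted p = 0.00197 from edgeR). Fewer of the 26 transcription factors passed the test without WT sham mouse 1, which leaves 1 WT sham mouse. The call for Fos ended without WT sham mouse 1 or 2, where its log2 fold change was 5.62 and 6.77. The earlier lists of activity-dependent genes that the paper compares were not used here.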

Gene ontology (GO) analysis on the genes upregulated by DBS revealed enrichment in signaling components, transcriptional regulators and anti-apoptotic factors (Figure 1D; Figure 1—source data 2). 

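Of 12 genes of MAP kinase feedback, which restrain the pathway, 9 rose with DBS in WT mice, 1 fell and 2 did not pass the test, with the same counts adjusted over the list alone (median log2 fold change 1.40, camera adjusted p = 9.36e-06, and adjusted p = 0.508 with an estimated correlation). Spry2, which restrains Ras signaling downstream of growth factor receptors, rose by 3.48 on the log2 scale (standard error 0.27, adjusted p = 1.7e-05 from edgeR), and Dusp4, a phosphatase of MAP kinases, by 3.07 (standard error 0.15, adjusted p = 1.17e-06). Spry1, of the same family as Spry2 and named after its value was seen, fell, with a log2 fold change of −0.80 (standard error 0.14, adjusted p = 0.000984 from edgeR). Of 20 negative regulators of apoptosis, 11 rose, 2 fell and 7 did not pass, with the same counts adjusted over the list alone (median log2 fold change 0.72, camera adjusted p = 0.00132, and adjusted p = 0.508 with an estimated correlation). The kinase gene Pim1 rose by 6.04 (standard error 0.62, adjusted p = 0.000117 from edgeR), the cell cycle inhibitor gene Cdkn1a by 4.21 (standard error 0.62, adjusted p = 0.0011) and the co-chaperone gene Bag3 by 3.62 (standard error 0.23, adjusted p = 5.17e-06). The members that fell were Bcl2l1, which encodes an inhibitor of cell death at mitochondria (−0.48, standard error 0.10, adjusted p = 0.00207 from edgeR), and Birc2, an inhibitor of apoptosis that binds caspases (−0.45, standard error 0.07, adjusted p = 0.000401), both named after their values were seen. Of 17 promoters of apoptosis, 3 rose and 5 fell, also adjusted over the list alone (median log2 fold change −0.11, camera adjusted p = 0.536). Bbc3, a trigger of cell death at mitochondria, had a log2 fold change of −1.14 (standard error 0.17, adjusted p = 0.00026 from edgeR). The complement gene C1qa of microglia rose by 0.58 (standard error 0.11, adjusted p = 0.0013 from edgeR). Leaving out WT sham mouse 1 leaves 1 WT sham mouse. Fewer genes of MAP kinase feedback, negative regulators and promoters of apoptosis then passed as raised, and fewer promoters without WT sham mouse 2. The gene ontology terms used by the paper were not used here.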

We validated a number of the gene expression changes we observed in a new cohort of WT DBS mice by RT-qPCR (Figure 1E). These data suggest that one means by which DBS influences neuronal behavior is by altering expression of key neuronal genes involved in plasticity.

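In WT DBS mice, Homer1, a scaffold of metabotropic glutamate receptors, rose by 5.46 on the log2 scale (standard error 0.31, adjusted p = 6.37e-06 from edgeR, n = 4 DBS and 2 sham mice), and Inhba, a subunit of the growth factor activin, by 5.89 (standard error 0.41, adjusted p = 1.71e-05). Of 18 potassium and HCN channel genes, 3 rose and 3 fell (3 and 2 adjusted over the list alone). The inward rectifiers Kcnj2 and Kcnj4 rose by 4.82 (standard error 0.70, adjusted p = 0.00147 from edgeR) and 1.67 (standard error 0.10, adjusted p = 2.11e-06), while the delayed rectifier gene Kcna2 had −0.55 (standard error 0.10, adjusted p = 0.000957). Of 12 subunits of GABA type A receptors, 3 fell and none rose, also adjusted over the list alone. They included Gabrd, the subunit of extrasynaptic receptors, with −0.67 (standard error 0.13, adjusted p = 0.00177 from edgeR). Of 22 glutamate receptor genes, 3 rose and 2 fell, also adjusted over the list alone, and the metabotropic receptor gene Grm2 had −1.32 (standard error 0.18, adjusted p = 0.000164 from edgeR). Of 18 genes of synaptic vesicle release, 2 rose and none fell, and none passed adjusted over the list alone. The camera adjusted p was 0.436 for the channels, 0.348 for the GABA receptors, 0.939 for the glutamate receptors and 0.327 for vesicle release. Of 11 growth factors linked to neurogenesis, 8 rose and 2 fell, also adjusted over the list alone (camera adjusted p = 0.0051, and adjusted p = 0.548 with an estimated correlation). The cytokine gene Lif rose by 2.70 (standard error 0.41, adjusted p = 0.00062 from edgeR) and the neurotrophin gene Ntf3 had −1.01 (standard error 0.19, adjusted p = 0.00134). Aqp4, the water channel of astrocytes, rose by 0.41 (standard error 0.09, adjusted p = 0.00376 from edgeR). Without WT sham mouse 1, which leaves 1 WT sham mouse, fewer growth factors, glutamate receptors and vesicle genes passed as raised. Fewer glutamate receptors and channels then passed as lowered. Without WT sham mouse 2, fewer glutamate receptors and vesicle genes passed as raised. Fewer glutamate receptors, channels and GABA receptor subunits then passed as lowered. Without WT DBS mouse 3, 4 glutamate receptors fell, and without WT DBS mouse 2 or 4, 1 vesicle gene rose. From the genes raised by DBS and their enrichment for signaling, transcription and survival, the paper proposes that DBS acts on neuronal behavior in part by altering the expression of genes of plasticity.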

Whereas the dentate gyrus consists primarily of mature granule neurons, there are other cell types within this tissue that could be activated by DBS and contribute to the gene expression changes. We therefore performed population-specific expression analysis (PSEA), a computational technique that enables analysis of cell type-specific gene expression in samples comprising heterogeneous cell populations (Kuhn et al., 2011). Although many of the genes in our dataset are expressed by multiple cell types, we did find small subsets of genes unique to each cell type assessed (Figure 1F; Figure 1—source data 3). These findings indicate that DBS likely leads to transcriptional alterations in many dentate gyrus cell types, not just in mature granule neurons.

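Of the genes that the study assigned to granule, mossy, progenitor and stem cells, those that passed the test all moved in the direction the study lists for them, and all but 1 of the fixed markers of microglia, oligodendrocytes and astrocytes also rose in WT DBS mice. The study chose these lists on these samples, so their counts are not independent evidence of the direction. In WT mice, 63 of 64 granule cell genes listed as increased rose at an adjusted p under 0.05 from edgeR, and 40 of 90 listed as decreased fell. Of the mossy cell genes, 12 of 12 rose and 19 of 52 fell, of the neural progenitor genes 15 of 21 rose and 23 of 47 fell, and of the neural stem cell genes 10 of 14 listed as decreased fell. Of fixed marker lists, all 10 microglia markers rose in WT mice (median log2 fold change 0.50, camera adjusted p = 0.000287, and adjusted p = 0.555 with an estimated correlation), as did all 10 oligodendrocyte markers (0.45, camera adjusted p = 0.0103, and adjusted p = 0.576 with an estimated correlation). Of 9 astrocyte markers 8 rose (median 0.33, camera adjusted p = 0.0284, and adjusted p = 0.576 with an estimated correlation), of 10 endothelial markers 5 and of 12 interneuron markers 3. Adjusted over the list alone, 10, 10, 9, 5 and 3 markers of these lists rose. The 11 granule cell markers had a median of −0.03 (camera adjusted p = 0.865), with 1 up and 3 down, also adjusted over the list alone. C1ql2, a synaptic organizer of mossy fibers, rose by 1.17 (standard error 0.10, adjusted p = 1.82e-05 from edgeR), while Dsp, which encodes desmoplakin, had −0.58 (standard error 0.12, adjusted p = 0.00179) and Tdo2, an enzyme of tryptophan breakdown, −0.56 (standard error 0.11, adjusted p = 0.00141). In KO mice, the medians of the microglia, oligodendrocyte and astrocyte markers were 0.23, 0.16 and 0.19 (camera adjusted p = 0.113, 0.341 and 0.242). The oligodendrocyte markers were lower as a set in WT sham than in KO sham mice by camera, though not with an estimated correlation. They did not differ between the DBS groups, so the larger WT rise started from a lower level in the 2 WT sham mice. Without WT sham mouse 1, which leaves 1 WT sham mouse, fewer granule, mossy and progenitor genes passed as raised. Fewer granule, mossy and stem cell genes then passed as lowered, and fewer markers of all 5 other cell types as raised. Without WT sham mouse 2, fewer granule, mossy and progenitor genes passed as lowered and fewer astrocyte, oligodendrocyte and endothelial markers as raised. The folds of the oligodendrocyte markers Mobp, Plp1 and Mbp stayed near 0.53, 0.47 and 0.50. They were 0.56, 0.49 and 0.50 without WT sham mouse 1 and 0.49, 0.45 and 0.49 without WT sham mouse 2, on the log2 scale. Without WT DBS mouse 2 or 3, 2 endothelial markers rose.

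**Figure D1:**
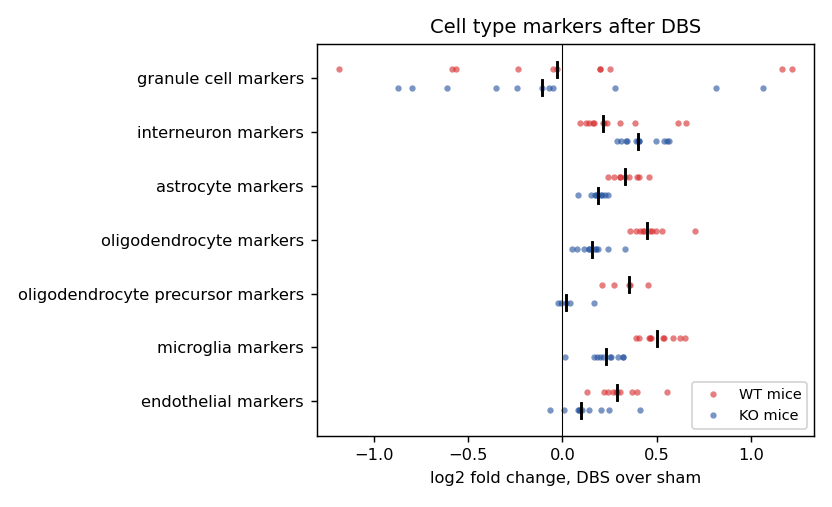
Log2 fold change between DBS and sham mice (x axis) of the genes on 7 marker lists (y axis), in WT and in KO mice. Each point is 1 gene and each black bar the median of its list. The WT medians of the microglia and oligodendrocyte lists lie at 0.50 and 0.45, and the KO medians at 0.23 and 0.16.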

### DBS induces alternative RNA splicing

RNA splicing changes have been shown to be important for synaptic plasticity and neurodevelopment (Grabowski and Black, 2001; Iijima et al., 2011; Mu et al., 2003), but few studies have had the opportunity and resolution to evaluate how activity affects RNA splicing. We found that DBS caused at least a 30% change in expression of thousands of protein coding isoforms, and a subset of these isoform expression changes occur in genes whose overall expression does not change, indicating possible isoform switches (Figure 2A; Figure 2—source data 1). GO analysis revealed that these isoforms that are altered with no overall gene-level expression differences are enriched for proteins associated with neurogenesis, morphogenesis, and synaptic function (Figure 2B; Figure 2—source data 2).

**Figure 2.**
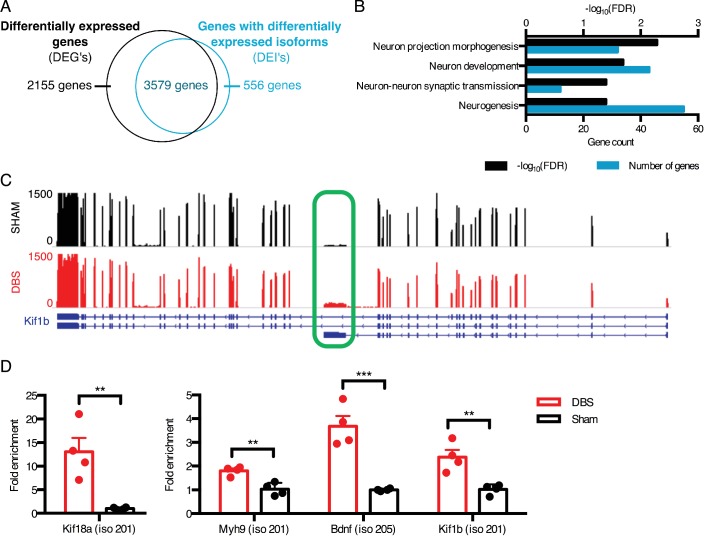
DBS revealed hundreds of activity-dependent splicing changes in genes that would be overlooked by differential gene analysis. (**A**) Overlap between genes that are differentially expressed with DBS (fold-change >20%; FDR < 0.05) and genes with differential isoform expression following DBS in WT mice (Fold-change >30%; FDR < 0.05). (**B**) Gene ontology (GO) analysis of genes showing differential isoform expression but not an overall change in gene expression following DBS. (**C**) Representative RNA-sequencing tracks from WT sham (black; max: 1500 reads) and WT DBS (red; max: 1500 reads) mice showing the expression of the *Kif1b* gene, along with annotated Kif1b isoforms (shown in blue). The shortest isoform is differentially expressed post-DBS, and the green box indicates the unique region of the shortest isoform where RT-qPCR primers were located to check transcript levels in a new cohort. (**D**) RT-qPCR validation of DBS upregulated isoforms in a new cohort of WT mice (n = 4 sham, 4 DBS mice; significance determined using an unpaired, two-tailed t-test; error bars: SEM; **p<0.01; ***p<0.001). Source data for RNA isoforms quantification can be found in Figure 2—source data 1. The complete list of GO terms and scores for genes with differentially expressed isoforms that are not differentially expressed at the whole gene level can be found in Figure 2—source data 2. 10.7554/eLife.34031.010Figure 2—source data 1.Isoform expression data from wild-type sham and DBS-treated mice. 10.7554/eLife.34031.011Figure 2—source data 2.Gene ontology data for genes in wild-type samples with differentially expressed isoforms (DEIs) that are not differentially expressed at the gene level.

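In WT mice, 5502 protein-coding genes changed by over 20% with DBS at an adjusted p under 0.05 from edgeR (n = 4 DBS and 2 sham mice). Genes of the actin cytoskeleton and targets of serum response factor were among those that rose. Of 16 such genes, 14 rose and none fell (15 adjusted over the list alone), with a median log2 fold change of 0.75 (camera adjusted p = 1.06e-06, and adjusted p = 0.508 with an estimated correlation). Vcl, which encodes vinculin and links actin to sites of adhesion, rose by 2.15 (standard error 0.28, adjusted p = 0.000315 from edgeR). Flna, which encodes the actin crosslinker filamin A, rose by 1.91 (standard error 0.29, adjusted p = 0.000678 from edgeR), and Myh9, the heavy chain of a nonmuscle myosin, by 1.80 (standard error 0.25, adjusted p = 0.000417). C1qb, a complement gene of microglia, rose by 0.62 (standard error 0.12, adjusted p = 0.00183 from edgeR). Fewer protein-coding genes passed at over 20% without WT sham mouse 1, which leaves 1 WT sham mouse. Isoform levels were not analysed here.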

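Kif1b (ENSMUSG00000063077.14) lies on chromosome 4 of GRCm38 from 149176319 to 149307693 and encodes a kinesin motor of axonal transport. Its level over all isoforms was 62718 ± 1729 normalized counts in WT sham mice (SD, n = 2) and 62903 ± 1966 in WT DBS mice (SD, n = 4), with an adjusted p of 0.969 from edgeR. In KO mice its log2 fold change was 0.05 (standard error 0.07, adjusted p = 0.591 from edgeR). Of 15 kinesin genes, 3 rose, 3 fell and 9 did not pass the test in WT mice, with the same counts adjusted over the list alone (camera adjusted p = 0.796). Kif18a, a kinesin of the mitotic spindle, rose by 3.85 on the log2 scale (standard error 0.76, adjusted p = 0.00424 from edgeR). Kif3b, a subunit of the heterotrimeric kinesin of cilia and axons, had a log2 fold change of −0.54 (standard error 0.11, adjusted p = 0.00189 from edgeR). Plp1, the main protein of myelin and a marker of oligodendrocytes, rose by 0.47 (standard error 0.12, adjusted p = 0.0104 from edgeR, and 0.0743 and 0.0817 without WT sham mouse 1 or 2). Fewer kinesins passed either way without WT sham mouse 1, which leaves 1 WT sham mouse, and fewer as lowered without WT sham mouse 2. The call for Kif18a ended without WT sham mouse 1, at a log2 fold change of 3.47.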

One example of a gene whose overall expression remains the same but whose isoform expression changes is *Kif1b*, a kinesin-family motor protein with an important role in vesicular transport to synapses (Charalambous et al., 2013). We found that a shorter isoform of this gene (isoform 201 with transcript ID: NM_008441) was upregulated nearly two-fold upon DBS, despite the lack of change in overall gene-level expression (Figure 2C). We were able to validate this isoform expression change in a new cohort of mice by assessing the expression level of the Kif1b isoform 201 by targeting RT-qPCR primers to the unique 3’ region of this transcript (unique region of transcript shown in Figure 2C, expression level shown in Figure 2D). This shorter isoform differs significantly in its protein structure, as it lacks a key pleckstrin homology (PH) domain found in the C-terminus of longer Kif1b isoforms. Because PH domains can bind phosphatidylinositol in cell membranes and interact with protein kinase C and heterotrimeric G proteins (Wang et al., 1994; Yao et al., 1994), it is possible that this shortened isoform has a localization pattern and signaling component interaction distinct from those of the longer isoforms.

Many of the observed splicing changes involve synaptic and signaling molecules, including the neurotrophic signaling molecule Bdnf and multiple vesicle trafficking proteins in the kinesin family. We were able to validate these changes in a new cohort of mice even when the fold-change in expression of the isoform is small (Figure 2D). Notably, in some instances, such as in the case of Bdnf, some of the different isoforms are driven by alternative promoter usage and some by both alternative promoter usage and alternative splicing. Altogether, we find that splicing changes in response to DBS make up a large proportion of the RNA regulatory response in neurons, and many of these changes likely contribute to the improvements in plasticity and neurogenesis observed in mice that underwent chronic forniceal DBS (Hao et al., 2015).

### DBS activates jun signaling pathways

Given the numerous splicing and gene expression changes we observed following DBS, we next wanted to determine whether we could identify any early changes in protein levels that may be contributing to the later phases of DBS-induced transcriptional changes. To this end, we performed mass spectrometry analysis to assess whether changes in any key proteins were observed following acute DBS (45 min of forniceal DBS with a 20 min recovery period). Given that these samples were collected at the same time point as those used for RNA-Seq, we did not expect that there would be sufficient time for the levels of many proteins to change drastically. Consistent with this hypothesis, we found only a few dozen proteins with more than a 50% difference in levels between sham and DBS samples (Figure 3—source data 1). Nevertheless, among these differentially expressed proteins we did find three transcription factors that were markedly increased following DBS (Figure 3A; Figure 3—source data 1).

**Figure 3.**
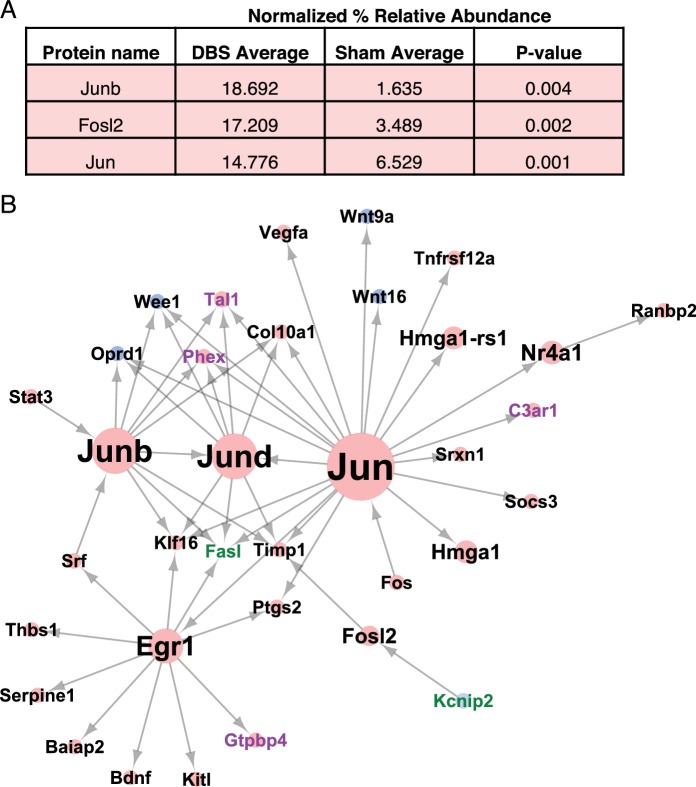
DBS induces Jun-associated transcriptional programs. (**A**) Transcription factors found to be increased in WT dentate gyrus neurons following DBS as quantified by Mass spectrometry. P-values were calculated using an unpaired, two-tailed t-test. (**B**) Network analysis results showing the direct and downstream targets of the three transcription factors whose protein levels are altered following DBS. The identified targets are genes that are either significant DEG’s (Differentially expressed genes; FDR < 0.05,>2 fold expression change) or DEI’s (Differentially expressed isoforms; FDR < 0.05,>2 fold expression change). Node size indicates the number of targeted genes. Node color indicates the log-fold change in expression of that gene, with blue indicating downregulated genes, and red indicating upregulated genes. Label colors indicate the category of gene: Black: the gene is both DEG and DEI, Purple: DEG only, Green: DEI only. The detailed mass spectrometry results from WT sham and DBS mice can be found in Figure 3—source data 1. 10.7554/eLife.34031.013Figure 3—source data 1.Detailed mass spectrometry results for sham and DBS wild-type mice.

We performed network analysis using the TRANSFAC database (Matys et al., 2006) to identify whether any known targets of these transcription factors were altered in expression in the RNA-Seq data from the DBS mice. 

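All tested members of the Jun family rose in WT DBS mice, and so did most of the genes drawn in Fig. 3B. Jun (ENSMUSG00000052684.4, chromosome 4 of GRCm38, 95049034 to 95052222) had a log2 fold change of 2.23 (standard error 0.39, adjusted p = 0.00183 from edgeR, n = 4 DBS and 2 sham mice). Jund (ENSMUSG00000071076.6, chromosome 8, 70698949 to 70700616) rose by 2.62 (standard error 0.28, adjusted p = 0.000106 from edgeR), and Junb (ENSMUSG00000052837.6, chromosome 8, 84974484 to 84978718) by 4.60 (standard error 0.75, adjusted p = 0.00281). Of 35 genes read by eye from Fig. 3B, 33 were tested, and of these 28 rose at least 2-fold, 4 fell and 1 did not pass. The study drew these genes from its own results on these samples, so the count is not independent evidence of the direction. Ptgs2, the inducible enzyme of prostaglandin synthesis, rose by 5.32 (standard error 0.72, adjusted p = 0.00118 from edgeR), and Baiap2, an organizer of actin at dendritic spines, by 2.46 (standard error 0.17, adjusted p = 6.94e-06). The genes that fell were the opioid receptor gene Oprd1, the cell cycle kinase gene Wee1 and the Wnt ligand genes Wnt16 and Wnt9a, with log2 fold changes of −1.16, −1.24, −1.29 and −1.46. Kcnip2, which encodes a partner of potassium channels, had −0.16 (standard error 0.08, adjusted p = 0.144 from edgeR). Mbp, the myelin basic protein gene of oligodendrocytes, rose by 0.50 (standard error 0.14, adjusted p = 0.0129 from edgeR, and 0.0958 and 0.0833 without WT sham mouse 1 or 2). Fewer of the Fig. 3B genes passed as raised without WT sham mouse 1, which leaves 1 WT sham mouse. The call for Junb then ended, at a log2 fold change of 4.19.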

A number of known targets of the Jun family of transcription factors were altered following DBS (Figure 3B). When we looked at the targets of the Jun family transcription factors that were present in the DBS dataset, we noticed that some of these direct targets were themselves transcription factors. Many of the transcription factors targeted by the Jun family also targeted genes that were upregulated following DBS, suggesting that the Jun-family signaling cascade may be a key player in DBS-mediated transcriptional changes. It is important to note, however, that while the newly synthesized proteins can contribute to the transcriptional changes we observed, the majority of the gene expression changes seen at the acute time point are likely mediated by preexisting proteins in the neurons.

### DBS-induced genes have unique DNA methylation patterns

The importance of DNA methylation in the regulation of gene expression has been well-studied during neurodevelopment, and mCG methylation (methylation of a cytosine adjacent to a guanine) has been shown to correlate with a subset of transcriptional changes observed with neuronal activity (Guo et al., 2011; Guo et al., 2014; Hon et al., 2014; Ma et al., 2009; Szulwach et al., 2011). Little is known, however, about activity-dependent changes in alternatively methylated DNA, specifically at methylated cytosines followed by a nucleotide other than guanine (mCH, where H = A, C or T). Thus, we chose to investigate not only whether DNA methylation changes occurred following DBS, but whether these changes were in mCG or mCH marks, and whether these changes correlated with the gene expression and splicing changes we characterized.

We performed bisulfite sequencing to assess genome-wide methylation patterns in sham- and DBS-treated WT mice and began by evaluating the level of mCG methylation on genes that were increased or decreased by more than two-fold in DBS samples. We found that genes that are upregulated by DBS have lower mCG methylation in their promoters and gene bodies (Figure 4A) and this methylation is lower to start with (i.e., in sham-treated mice these genes also show lower mCG levels), suggesting that this lower methylation level is important for the responsiveness of these genes to stimuli. We do not, however, see similarly distinct patterns of mCH methylation in DBS-altered genes (Figure 4—figure supplement 1).

**Figure 4.**
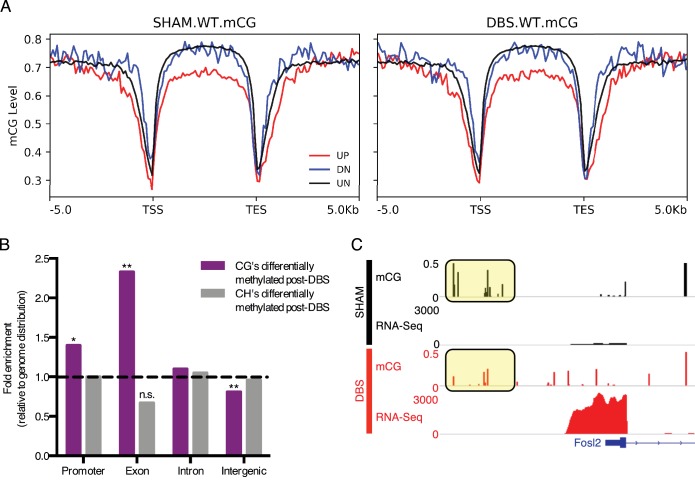
DBS-induced transcription and splicing changes show unique methylation patterns. (**A**) Running average plot of mCG methylation levels on DBS upregulated genes (shown in red; FDR < 0.05,>2 fold increase in expression), DBS downregulated genes (shown in blue; FDR < 0.05,>2 fold decrease in expression), and in genes whose expression is unchanged by DBS (shown in black). The left panel shows the mCG methylation of these genes observed in sham samples. The right panel shows the mCG methylation of these categories of genes observed in DBS samples. (**B**) Genomic locations of differentially methylated regions (DMRs) with a greater than 50% change in methylation following DBS. Locations evaluated: intergenic, introns, exons, and promoters. The percentage of DMRs falling into each location type was divided by the percentage of the genome comprised of that location type to generate a fold enrichment score for DMR locations relative to the genomic distribution. Dashed line at y = 1 indicates the genomic values. *p<0.05, **p<0.01. (**C**) *Fosl2* mCG methylation and RNA-sequencing tracks from representative WT sham (shown in black) and WT DBS (shown in red) samples. The annotated gene is shown in blue, and the mCG level in the promoter region is highlighted in the yellow boxes. Figure 4—figure supplement 1 shows mCH distribution at promoters and gene bodies in DBS-regulated genes, and it also shows genomic localization of DMRs with a greater than 50% change in methylation following DBS. The DMR source data, including p-values, percent change and genomic localization is provided in Figure 4—source data 1. 10.7554/eLife.34031.016Figure 4—source data 1.Locations of differentially methylated regions that are significantly different between wild-type sham and wild-type DBS samples.

**Figure 4—figure supplement 1.**
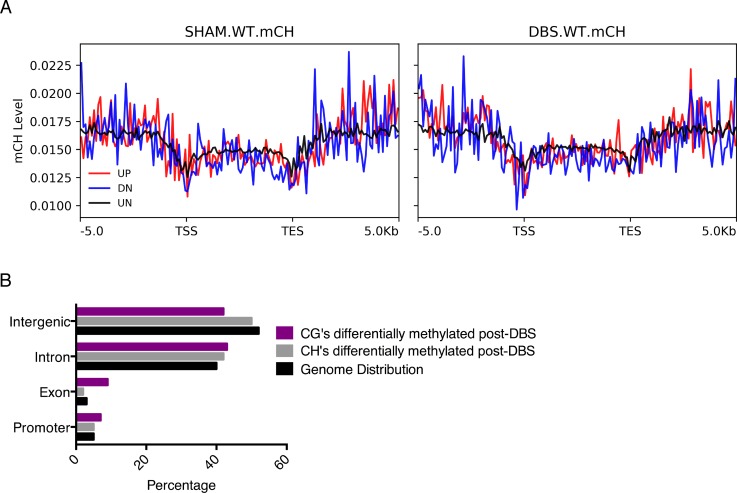
mCH levels do not show distinct signatures on DBS up- or downregulated genes. (**A**) Quantification of mCH levels on promoters and gene bodies of genes that are upregulated by DBS (shown in red; FDR < 0.05, fold-change >2), downregulated by DBS (shown in blue; FDR < 0.05, greater than two decrease), or genes that are unchanged by DBS (shown in black). (**B**) Genomic locations of differentially methylated regions (DMRs) with a greater than 50% change in methylation following DBS. Locations evaluated: intergenic, introns, exons, and promoters, and the percentage of the genome that each location comprises is shown in black.

We next quantified and compared the mCG and mCH methylation levels of the genome in DBS- and sham-treated WT mice at single base resolution and in 1000 bp bins. Regions with at least a 50% change in mCG or mCH methylation were designated as differentially methylated regions (DMRs), and these DMR’s were then assigned functional classifications based on their location, specifically whether they fell in intergenic, intronic, exonic, or promoter regions in the genome (Figure 4—source data 1). In comparison with the proportion of the genome falling into one of these four functional categories, DBS-induced base-level changes in mCG methylation were overrepresented in exon and promoter regions and depleted in intergenic regions; changes in mCH methylation patterns followed the genomic distribution (Figure 4B; Figure 4—figure supplement 1). The finding that mCG methylation changes occur at a higher rate than predicted by the distribution of promoter and exon regions in the genome suggests that these locations may be particularly susceptible to activity-induced changes in DNA methylation, and at least in some instances we found that the DNA methylation change does correlate with gene expression changes. For example, in the gene *Fosl2*, whose protein product changed following acute DBS, we observed that decreases in promoter mCG methylation with activity correlated with increased expression of the gene (Figure 4C; promoter region mCG highlighted in yellow boxes). These findings suggest that activity-dependent changes in DNA methylation may contribute to some of the gene expression changes observed post-DBS.

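Fosl2 (ENSMUSG00000029135.10) encodes a Fos-related subunit of the AP-1 transcription factor and lies on chromosome 5 of GRCm38 from 32135801 to 32157842, on the forward strand. Its RNA level was 4627 ± 224 normalized counts in WT sham mice (SD, n = 2) and 102370 ± 39538 in WT DBS mice (SD, n = 4). This is a log2 fold change of 4.42 (standard error 0.31, adjusted p = 1.35e-05 from edgeR). In KO mice Fosl2 rose by 4.36 (standard error 0.27, adjusted p = 3.05e-06 from edgeR, n = 4 DBS and 3 sham mice). Mobp, a myelin gene of oligodendrocytes, rose by 0.53 in the same WT mice (standard error 0.15, adjusted p = 0.0184 from edgeR, and 0.0966 and 0.123 without WT sham mouse 1 or 2). DNA methylation and protein levels were not analysed here.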

### DBS partially normalizes gene expression in *Mecp2*-deficient mice

In addition to assessing how forniceal DBS affects healthy neurons, we sought to explore how it affected neurons with abnormal physiology. *Mecp2*-heterozygous female mice have impaired hippocampal function and have previously been shown to respond to chronic forniceal DBS (Asaka et al., 2006; Calfa et al., 2015; Hao et al., 2015; Moretti et al., 2006; Weng et al., 2011). We reasoned that studying DBS-induced gene expression changes in *Mecp2*-deficient mice would afford us the opportunity to evaluate whether the transcriptional response to DBS differs between WT and diseased neurons and gain insight into what changes underlie the benefit these mice derive from chronic forniceal DBS. We used *Mecp2*-null (KO) males for our studies because all of their neurons lack MeCP2 expression, allowing easier detection of gene expression changes.

We first established the baseline gene expression and splicing changes observed in the dentate gyrus of *Mecp2*-null mice (Figure 5A; Figure 5—source datas 1 and 2). 

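Mecp2 (ENSMUSG00000031393.16) lies on the X chromosome of GRCm38 from 74026592 to 74135363. It had 13973 and 14073 normalized counts in the WT sham mice and 13852, 12381, 12644 and 12048 in the WT DBS mice. In KO mice it had 2502, 1728 and 2333 with sham treatment and 1945, 1472, 2873 and 2254 with DBS, all below every WT mouse, as the labels state. Between KO sham and WT sham mice (n = 3 and 2), 24 genes were lower and 4 higher by over 20% at an adjusted p under 0.05 from edgeR, all of them protein-coding. Of 15840 genes, 801 had an unadjusted p under 0.05, about as many as tests without any difference give. The fit took 1 spread over all 13 mice, with a biological coefficient of variation of 0.125, against 0.0558 among sham mice. The number therefore does not show that the 2 groups were alike. Col12a1, which encodes a collagen, was lower by a log2 fold change of −1.38 (standard error 0.12, adjusted p = 0.000428 from edgeR), with 1067 ± 119 normalized counts in WT sham and 406 ± 40.7 in KO sham mice (SD). Fgf11, of the fibroblast growth factors that stay within cells, had −0.93 (standard error 0.09, adjusted p = 0.00091 from edgeR), and Cacna1g, a T-type calcium channel gene, −0.84 (standard error 0.09, adjusted p = 0.0027, and 0.0526 and 0.0819 without WT sham mouse 1 or 2). Irak1 (ENSMUSG00000031392.18, X chromosome, 74013914 to 74023918), a kinase of the interleukin-1 pathway and a neighbour of Mecp2, was the gene with the smallest adjusted p of the 4 that were higher. It had 4259 ± 26.7 normalized counts in WT sham and 9049 ± 432 in KO sham mice (SD), a log2 fold change of 1.08 (standard error 0.08, adjusted p = 0.000271 from edgeR). As a set, the oligodendrocyte markers had a median of 0.33 between KO sham and WT sham mice (camera adjusted p = 2.02e-08, and adjusted p = 0.53 with an estimated correlation), though none passed alone, also adjusted over the list alone. The interneuron markers were lower as a set (camera adjusted p = 1.36e-08, and adjusted p = 0.463 with an estimated correlation), and so were 5 mossy cell markers (median −0.24, camera adjusted p = 0.0172, and adjusted p = 0.463 with an estimated correlation) and 6 meningeal fibroblast markers (median −0.22, camera adjusted p = 0.0245, and adjusted p = 0.894 with an estimated correlation), with no mossy or meningeal marker passing alone and 1 of each lower adjusted over the list alone. Of 22 glutamate receptor genes 1 was lower, Grin2d (3 adjusted over the list alone), and camera called the list lower (adjusted p = 0.00536, and adjusted p = 0.774 with an estimated correlation), as was its mean of −0.10, while its median was 0.001. These calls ended without WT sham mouse 1 for the mossy and meningeal lists (0.0893 and 0.426), without KO sham mouse 3 for the same lists (0.23 and 0.301) and without WT sham mouse 2 for the glutamate receptors (0.121), and Grin2d did not pass without WT sham mouse 1 or 2 or KO sham mouse 1 or 3. The number of lower genes was 3 and 5 without WT sham mouse 1 or 2, 15 without WT DBS mouse 4, and 5, 11 and 5 without KO sham mouse 1, 2 or 3, and the number of higher genes fell to 1 or 2 without each of these mice or KO DBS mouse 2. It was 91 lower and 30 higher with DESeq2, 156 and 85 with the study's stated settings, 97 and 7 with no filter on low counts, and 250 and 127 with the mice of these 2 groups alone.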

We found that, consistent with other brain regions analyzed in previous studies (Baker et al., 2013; Chahrour et al., 2008; Gabel et al., 2015), the majority of misregulated genes in KO samples were downregulated (Figure 5A). Additionally, we found that roughly equal numbers of genes had altered isoform expression patterns when compared to WT samples (Figure 5A). One potential way in which DBS could improve the Rett mouse hippocampal phenotype would be to normalize gene expression in the DG. Thus, we next looked at the genes that were low in the KO mice at baseline (i.e., in sham-treated samples) to see if their expression was increased by DBS. 

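Of the 24 genes lower in KO sham mice, among them the deleted gene Mecp2, 6 rose by over 20% with DBS in KO mice at an adjusted p under 0.05 from edgeR, 2 fell and the rest did not pass (n = 4 DBS and 3 sham mice). The collagen gene Col12a1 rose by 0.34 on the log2 scale (standard error 0.10, adjusted p = 0.0217 from edgeR), to 519 ± 60.1 normalized counts, and Fgf11 by 0.29 (standard error 0.08, adjusted p = 0.0108), from 767 ± 81.2 to 928 ± 34.0, against 1450 ± 27.8 in WT sham mice. For none of the 24 genes did the mean of the KO DBS mice reach the mean of the WT sham mice, and without KO sham mouse 2 it did for 1 gene. No test was run between these 2 groups, and the mean of Gad2 was close, at 9057 against 9460. The genes were picked as high in the same WT sham mice, which favours a higher WT sham mean. Both comparisons use the same 3 KO sham mice, which are too few to split, so part of the overlap may come from them. In 20 simulations with no change in KO DBS mice, 0 such genes were found at most. These could not show an effect of the shared mice, as the KO DBS mice were drawn from the KO sham means and 0 genes rose by over 20%. Lists that were independent of each other would share 3.66 genes. The number that rose was 2 without WT sham mouse 1 or 2, 3 without WT DBS mouse 4, 1 without KO sham mouse 1 and 0 without KO sham mouse 3, and the rise of Col12a1 ended without KO sham mouse 2 or 3 or KO DBS mouse 1 (adjusted p = 0.052, 0.167 and 0.0532 from edgeR) and that of Fgf11 without KO sham mouse 3 (0.0912). It was 32 of 91 lower genes with DESeq2, 39 of 156 with the study's stated settings, 30 of 97 with no filter on low counts, 10 of 31 with no batch term and 34 of 250 with only the groups compared, and the KO DBS mean then reached the WT sham mean for 2, 7, 2, 0 and 11 genes.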

We found that 25% (39 genes) of the genes that were downregulated in KO sham-treated mice were restored to at least WT baseline levels following DBS (Figure 5B). These restored genes were enriched for important neural functions, including components of synapses and neuronal projections such as *Gad2*, *Grin2d*, and *Syt6*. 

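Of these synaptic genes, Gad2 was lower in KO sham than in WT sham mice and rose with DBS in KO mice, Grin2d was lower in KO mice under both treatments, and Syt6 rose with DBS in KO mice. Gad2 (ENSMUSG00000026787.3), a synthesis enzyme of the transmitter GABA, lies on chromosome 2 of GRCm38 from 22622205 to 22693874. It had 9460 ± 270 normalized counts in WT sham (SD, n = 2), 6772 ± 577 in KO sham (n = 3) and 9057 ± 752 in KO DBS mice (n = 4). The log2 fold change was −0.47 between KO sham and WT sham mice (standard error 0.07, adjusted p = 0.0274 from edgeR) and 0.40 with DBS in KO mice (standard error 0.06, adjusted p = 0.000388). In WT mice the response of Gad2 to DBS was 0.09 (standard error 0.07, adjusted p = 0.294 from edgeR). Grin2d (ENSMUSG00000002771.12, chromosome 7, 45831883 to 45878378), a subunit of NMDA receptors, had 745 ± 39.6 normalized counts in WT sham mice, 430 ± 26.3 in KO sham and 460 ± 36.9 in KO DBS mice. Its log2 fold change was −0.78 between the sham groups (standard error 0.10, adjusted p = 0.011 from edgeR) and 0.09 with DBS in KO mice (standard error 0.09, adjusted p = 0.463). Syt6 (ENSMUSG00000027849.18, chromosome 3, 103575231 to 103645569), a synaptotagmin, went from 526 ± 72.1 to 677 ± 48.5 normalized counts with DBS in KO mice, a log2 fold change of 0.35 (standard error 0.10, adjusted p = 0.0132 from edgeR), and its difference between the sham groups was −0.42 (standard error 0.11, adjusted p = 0.31). Of 12 interneuron markers, Gad2 among them, 9 rose with DBS in KO mice and none fell (12 adjusted over the list alone), with a median of 0.40 (camera adjusted p = 0.00186, and adjusted p = 0.457 with an estimated correlation). Between KO sham and WT sham mice these markers had a median of −0.25, with Gad2 the 1 marker that was lower (3 lower and 1 higher adjusted over the list alone), and the list as a set was lower by camera but not with an estimated correlation. The call for lower Gad2 in KO sham mice ended without WT sham mouse 1 or 2 (adjusted p = 0.0549 and 0.656 from edgeR), WT DBS mouse 2 or 4 (0.0634 and 0.0526) or KO sham mouse 1, 2 or 3 (0.154, 0.0991 and 0.124). That for Grin2d ended without WT sham mouse 1 or 2 (0.0549 and 0.371) or KO sham mouse 1 or 3 (0.0841 and 0.124), and the rise of Syt6 without KO sham mouse 1 or 3 (0.0616 and 0.0841).

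**Figure D2:**
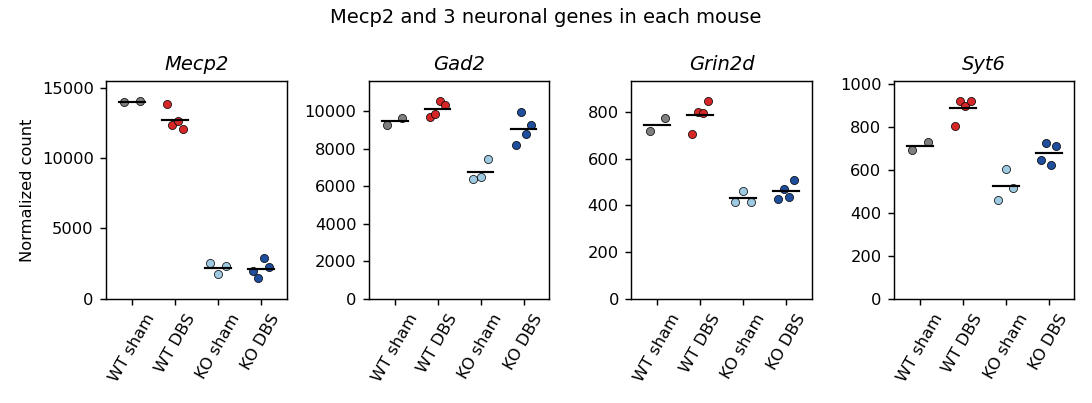
Normalized counts (y axis, from 0) of Mecp2, Gad2, Grin2d and Syt6 in each mouse (points), by group (x axis), with bars at the group means. Gad2 has a mean of 6772 in KO sham and 9057 in KO DBS mice, and Grin2d of 430 and 460.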

The rescued expression of these genes likely contributes to the improved plasticity reported with chronic DBS in Rett mice (Figure 5C; Figure 5—source data 3) (Hao et al., 2015).

**Figure 5.**
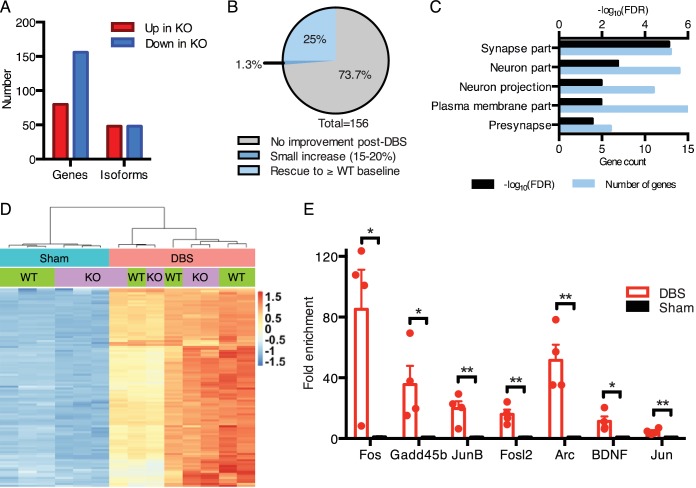
DBS rescues expression of genes important for neurological function that are low in *Mecp2*-null mice. (**A**) Differentially expressed genes and isoforms in KO sham samples (FDR < 0.05,>20% fold-change) as compared to WT samples. (**B**) Evaluation of the effect of DBS on genes with decreased expression in KO sham samples. Gray: genes with unchanged expression following DBS in KO mice (FDR > 0.05). Dark blue: genes with a small but significant increase following DBS in KO mice (FDR < 0.05; Fold-change <20%). Light blue: genes rescued to at least WT baseline levels (FDR < 0.05, Fold-change >20%). (**C**) Gene ontology analysis of the genes rescued back to WT baseline levels in KO mice. (**D**) Heat map showing the expression levels of the top 100 protein coding genes with the highest increase in expression in WT mice, and the comparison in expression of these genes between WT and KO samples. (**E**) RT-qPCR validation of DBS upregulated isoforms in a new cohort of WT mice (n = 4 sham, 4 DBS mice; significance determined using an unpaired, two-tailed t-test; error bars: SEM; *p<0.05; **p<0.01). All quantified gene expression changes along with comparisons between WT and KO samples at baseline and following DBS can be found in Figure 5—source data 1. Isoform expression data from WT and KO mice can be found in Figure 5—source data 2. GO data for genes with rescued expression following DBS in KO mice can be found in Figure 5—source data 3. 10.7554/eLife.34031.018Figure 5—source data 1.Quantified gene expression data from wild-type and *Mecp2*-null sham and DBS-treated mice. 10.7554/eLife.34031.019Figure 5—source data 2.Isoform expression data from wild-type and *Mecp2*-null sham and DBS-treated mice. 10.7554/eLife.34031.020Figure 5—source data 3.Gene ontology data for DBS-rescued genes in KO mice.

We next asked how the activity-dependent transcriptional response of MeCP2-deficient mice compared to their wild-type littermates. 

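DBS raised most of the same genes in KO mice as in WT mice. Of the 724 genes raised at least 2-fold in WT mice, 697 (96.3%) rose in KO mice at an adjusted p under 0.05 from edgeR (n = 4 DBS and 3 sham mice), and all 724 had a KO log2 fold change above 0. Unrelated lists of these sizes would share 128.5 genes. In KO mice, Npas4, a transcription factor induced by calcium entry, rose by 6.99 on the log2 scale (standard error 1.19, adjusted p = 0.00435 from edgeR), Egr4, a zinc finger factor, by 5.73 (standard error 0.83, adjusted p = 0.00125) and Pcsk1, a prohormone convertase, by 3.39 (standard error 0.49, adjusted p = 0.000565). Of the 469 genes lowered at least 2-fold in WT mice, 450 (96%) fell in KO mice, and the melanocortin receptor gene Mc4r had −2.32 there (standard error 0.26, adjusted p = 4.25e-05 from edgeR). In KO mice, 633 genes rose and 309 fell at least 2-fold, and with upper-quartile scaling 547 rose and 439 fell. With no filter on low counts 1034 rose and 547 fell, and with filterByExpr 514 fell. By over 20%, 2414 rose and 3027 fell, against 1716 and 4154 with upper-quartile scaling. Of the 633, 624 (98.6%) rose in WT mice. The microglia marker P2ry12 had a log2 fold change of 0.20 with DBS in KO mice (standard error 0.09, adjusted p = 0.108 from edgeR).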

Despite the notable deficits at baseline, we found that KO mice treated with DBS were capable of upregulating nearly all of the genes we found increased in WT mice post-DBS (Figure 5—source data 1). Moreover, the level of induction of these genes was similar between WT and KO mice. 

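No gene had a response to DBS that differed between KO and WT mice at an adjusted p under 0.05 from edgeR. DESeq2 also called 0 genes. For this difference, 300 of 15840 genes had an unadjusted p under 0.05, and 277 with DESeq2, fewer than tests without any difference give. The power to find a difference of responses was not simulated, so such differences may have been missed. The number at an unadjusted p under 0.05 was 178 and 194 without WT sham mouse 1 or 2, 551 and 195 without WT DBS mouse 1 or 4, 177 without KO sham mouse 1, 562 without KO DBS mouse 1 and 754 with no filter on low counts. Over the 724 genes raised at least 2-fold in WT mice, the median KO minus WT log2 fold change was −0.18 (quartiles −0.32 and −0.04). These genes were picked for their rise in WT mice. The median over the 633 genes picked in KO mice was −0.13, and it was close to 0, at −0.01, without WT DBS mouse 3 or KO DBS mouse 4. It was −0.03, −0.07 and −0.06 without WT sham mouse 1, KO sham mouse 1 or KO DBS mouse 3, −0.25, −0.25 and −0.20 without WT sham mouse 2, WT DBS mouse 1 or KO sham mouse 3, −0.29 and −0.21 without KO DBS mouse 1 or 2, and −0.05 and −0.08 with no filter on low counts or only the groups compared. Across all tested genes, which are not independent replicates, Pearson's r between the WT and KO log2 fold changes was 0.954. Cenpa rose by 6.36 in KO mice (standard error 0.33, adjusted p = 1.27e-06 from edgeR), Nptx2 by 5.61 (standard error 0.36, adjusted p = 4.91e-06) and the activin subunit gene Inhba by 5.67 (standard error 0.36, adjusted p = 4.55e-06). Their KO minus WT differences were −0.28 (standard error 0.50), −0.40 (standard error 0.54) and −0.21 (standard error 0.55). Between KO DBS and WT DBS mice, 86 genes were higher and 167 lower by over 20% at an adjusted p under 0.05 from edgeR. They included Bmp3, a bone morphogenetic protein gene, with 1.78 (standard error 0.17, adjusted p = 0.00054 from edgeR), and Rnf39, a ring finger gene, with −1.06 (standard error 0.10, adjusted p = 0.00054). Without 1 mouse at a time the median over the genes raised in WT mice lay between −0.37 (KO DBS mouse 1) and −0.05 (KO DBS mouse 4), and was −0.09, −0.30, −0.29, −0.07 and −0.11 without WT sham mouse 1 or 2, WT DBS mouse 1 or 3 or KO DBS mouse 3. With upper-quartile scaling, 69 genes were higher and 251 lower in KO DBS than in WT DBS mice. The 253 genes that differed between these groups became 539 with DESeq2, 458 with no filter on low counts, 66 with only these groups compared, 81 and 74 without WT DBS mouse 2 or 4, 156 without KO sham mouse 1 and 166, 154 and 131 without KO DBS mouse 1, 2 or 3. Of the 35 splits of these 8 mice alone, 1 that was not by genotype gave 736 genes, against 66 for the real grouping, so chance was not excluded.

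**Figure D3:**
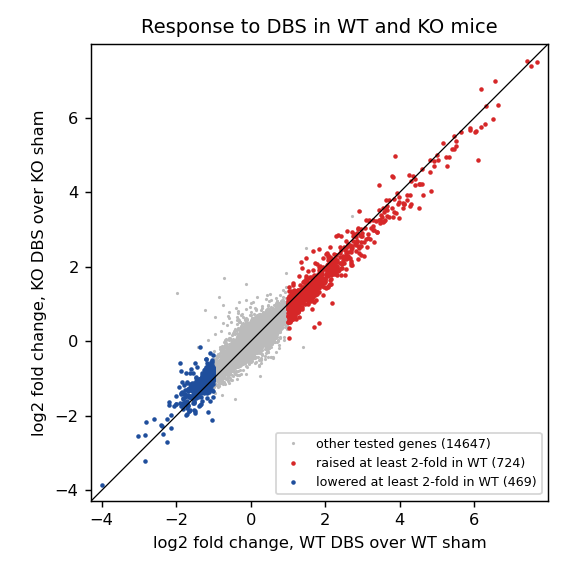
Log2 fold change with DBS in WT mice (x axis) and in KO mice (y axis), 1 point per gene, with the genes raised and lowered at least 2-fold in WT mice in color and a line where both are equal. All 724 genes raised in WT mice lie above 0 on the KO axis.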

To illustrate these findings, we took the top 100 protein-coding genes upregulated by DBS in WT samples, and we performed an unsupervised hierarchical clustering analysis to see how the KO and WT samples compared (Figure 5D). We found that samples cluster according to treatment, with sham-treated samples separated from DBS-treated samples, and sham samples were further subdivided based on genotype. However, upon DBS treatment, KO and WT samples did not cluster according to genotype. These results suggest that the mean expression levels of most of these genes are similar between WT and KO samples after DBS. 

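In a tree of the 100 protein-coding genes most raised in WT mice, the first split parted the 5 sham from the 8 DBS mice. These genes were picked for the difference between DBS and sham, which sets that split. Within the sham mice, the first split parted KO mouse 3 from KO mice 1 and 2 and WT mice 1 and 2, and the next parted these KO mice from these WT mice. The DBS mice fell into a branch of WT mouse 1 and KO mice 3 and 4 and a branch of WT mice 2, 3 and 4 and KO mice 1 and 2, so that each branch held both genotypes. The immediate early genes differed widely among DBS mice of 1 genotype. Fos had 6357, 28578, 92242 and 131590.0 normalized counts in WT DBS mice 1 to 4 and 111750.0, 146900.0, 5325 and 7945 in KO DBS mice 1 to 4, against 516 to 693 in the sham mice. Npas4 lay between 2578 and 135700.0 in the DBS mice and between 317 and 482 in the sham mice. Arc lay between 168400.0 and 396500.0 in the DBS mice and between 3450 and 4548 in the sham mice. Bdnf lay between 27459 and 60548 in the DBS mice and between 2925 and 3590 in the sham mice. Without 1 of the mice at a time, the DBS side of the first split held 7 or 8 DBS mice, which is every DBS mouse left. From the lack of a split by genotype after DBS, the paper proposes that mean levels of most of these genes are similar in WT and KO mice after DBS.

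**Figure D4:**
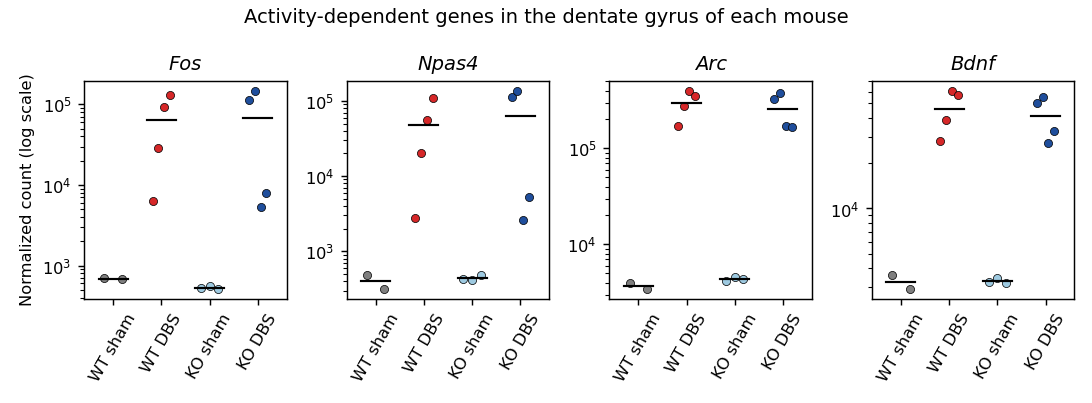
Normalized counts (y axis, log scale) of Fos, Npas4, Arc and Bdnf in each of the 13 mice (points), by group (x axis), with bars at the group means. Fos spans 5325 to 146900.0 in the 8 DBS mice and 516 to 693 in the 5 sham mice.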

Consistent with this finding, qPCR showed that the same activity-dependent genes assessed in WT DBS samples (see Figure 1E) were also significantly upregulated in a new cohort of KO DBS mice (Figure 5E).

Given the improvement in gene expression observed in the *Mecp2*-null male mice following acute DBS, we expanded our investigation to determine if similar changes occur following forniceal DBS in WT and *Mecp2*-heterozygous (Het) female mice. We first established that acute stimulation (45 min of DBS with a 20 min recovery period) resulted in the induction of similar activity-dependent genes in female mice (Figure 6A). We then assessed the levels of four genes with rescued expression following acute DBS in male KO samples to see if they also increased following acute DBS in female Het samples (Figure 6B). Only one gene, Rxfp3, was significantly different between WT and Het sham samples at this early age (female mice were approximately 8.5 weeks of age at time of tissue collection); however, we did observe a significant increase in expression of all four gene in Het mice following acute DBS, similar to changes seen in KO mice. Next, we performed RNA-Seq on samples that received chronic DBS or sham treatment (1 hr of stimulation or sham treatment per day for 14 days followed by a 17 day recovery period prior to tissue collection). This time point was chosen for gene expression analysis because this was the earliest time at which behavior was evaluated and an improvement documented following chronic DBS in Het mice (Hao et al., 2015). We found that 63 protein coding genes were significantly increased and 94 protein coding genes were significantly decreased in the Het sham samples compared to WT sham samples (see Figure 6—source data 1 for a complete list of all quantified gene expression changes; mice were approximately 13.5 weeks of age at the time of tissue collection). We focused on the downregulated genes in Het sham samples to see if their expression was rescued following chronic DBS. We found that 12 of these genes were significantly upregulated (fold-change >15%, FDR < 0.05) following chronic DBS in the Het samples (Figure 6C; genes with a significant increase in expression are indicated by asterisks) and that many of the other genes showed a trend toward increased expression following chronic DBS. Further, when we looked at the average expression of genes that are significantly altered in Het sham samples (protein coding genes that are either up- or downregulated by at least 20%, FDR < 0.05), we found that Het DBS samples show a trend toward improved expression of both up- and downregulated genes and that three of the four Het DBS samples even cluster with the WT samples (Figure 6—figure supplement 1).

**Figure 6.**
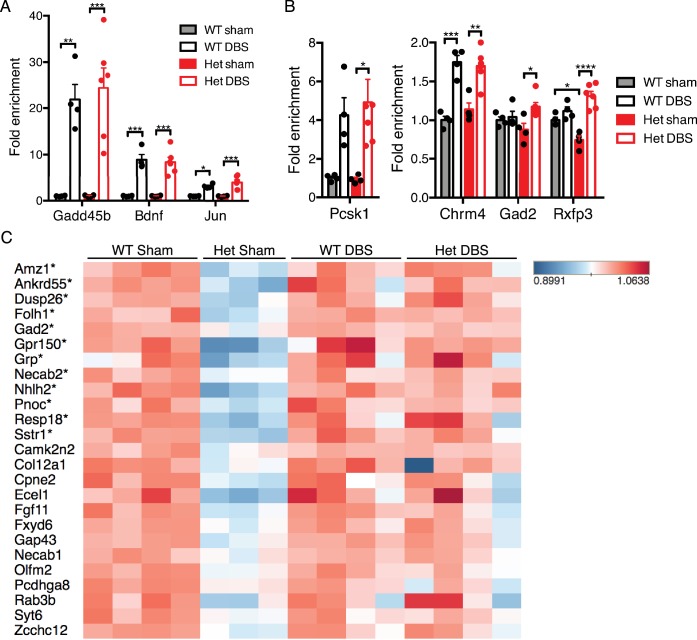
Forniceal DBS induces similar acute gene expression changes in *Mecp2*-heterozygous (Het) mice and reveals a trend for sustained gene expression rescue following chronic DBS. (**A**) and (**B**) RT-qPCR data from 8.5-week-old female samples following acute DBS (45 min of DBS; n = 4 WT sham, 4 WT DBS, 4 Het sham, and 6 Het DBS; significance determined using an two-way ANOVA with Holm-Sidak multiple comparisons test; error bars: SEM; *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001). (**C**) Heat map of RNA-Sequencing data from 13.5-week-old WT and Het female chronic forniceal DBS samples showing a subset of the protein coding genes that are downregulated by at least 20% (padj <0.05) in Het sham samples. Genes with an asterisk (*) are those that are significantly increased (fold-change >15%; FDR < 0.05) in the Het samples that received chronic DBS. All quantified gene expression data from chronic DBS and sham treated female mice can be found in Figure 6—source data 1. Figure 6—figure supplement 1 shows a heat map of all genes that are either down- or upregulated at least 20% (FDR < 0.05) in Het sham mice. 10.7554/eLife.34031.023Figure 6—source data 1.Quantified gene expression data from chronic forniceal DBS or sham treated wild-type and *Mecp2*-heterozygous mice.

**Figure 6—figure supplement 1.**
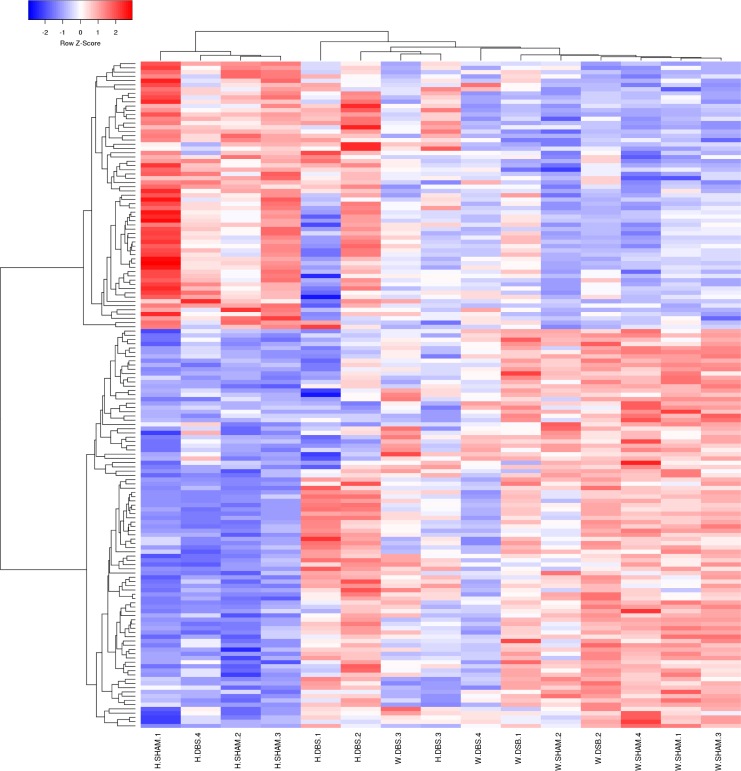
Heat map showing expression levels of protein coding genes that are significantly altered in *Mecp2*-heterozygous mice. RNA-Sequencing data from chronic forniceal DBS or sham treated WT and Het mice showing the level of expression of genes that are either downregulated by at least 20% (FDR < 0.05) in the Het sham mice or upregulated by at least 20% (FDR < 0.05) in the Het sham mice. Unsupervised clustering of the samples shows that 3 of the Het DBS samples cluster with the WT samples.

### DBS upregulates genes that are pathologically reduced in other neuropsychiatric diseases

Given the potential for forniceal DBS to improve cognition in Rett patients, we wondered whether it might prove beneficial in other disorders that involve impaired hippocampal function. We searched for gene expression data from the hippocampus of animal models of intellectual disability in the GEO database (Barrett et al., 2013). The first dataset we assessed was obtained from *Ptchd1*-KO mice. Loss-of-function mutations in the *PTCHD1* gene lead to X-linked intellectual disability (OMIM # 300830) (Ung et al., 2017). We found that nearly 23% (185 genes) of the genes that are downregulated in the hippocampus of *Ptchd1*-KO mice are amongst the genes that increase following DBS in WT mice (Figure 7A). Similarly, a dataset derived from a mouse model of Coffin-Lowry syndrome (OMIM # 303600), a syndromic form of intellectual disability caused by loss-of-function mutations in the *RPS6KA3* gene which encodes RSK2, also showed that nearly 24% (22 genes) of the genes that are downregulated in Rsk2-KO mice are upregulated by forniceal DBS (Figure 7A).

**Figure 7.**
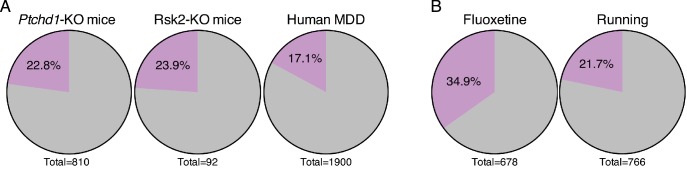
Forniceal DBS enhances the expression of genes relevant to other neuropsychiatric conditions. (**A**) Pie charts showing the overlap of DBS upregulated genes with genes found to be decreased in expression in the hippocampus of individuals with or mouse models of neuropsychiatric disorders. Gray: genes that are low in the indicated sample that are unchanged by DBS in WT mice (FDR > 0.05). Purple: genes with increased expression following DBS in WT mice (FDR < 0.05,>25% fold-change). The significance of the overlap between DBS and these datasets was determined using the Fisher exact test, yielding the following values: *Ptchd1*-KO vs. DBS: p=3.10E-25; Rsk2-KO vs. DBS: p=7.5E-6; MDD vs. DBS: p=4.3E-20. (**B**) Comparison of genes upregulated by DBS and genes upregulated by either fluoxetine or running. The significance of the overlap between DBS and these datasets was determined using the Fisher exact test, yielding the following values: fluoxetine vs. DBS: p=1.45E-67; running vs. DBS: p=3.7E-20. Comparison of genes upregulated by DBS and genes upregulated by either fluoxetine or running. Purple: genes that are increased by the indicated treatment and by DBS in WT mice (FDR < 0.05,>25% fold-change). Gray: genes increased by fluoxetine or running that are not increased by DBS in WT mice. Figure 7—figure supplement 1 compares the genes that overlap with DBS (indicated by the purple slice in the pie chart) from each of the disorders shown in Figure 7A.

**Figure 7—figure supplement 1.**
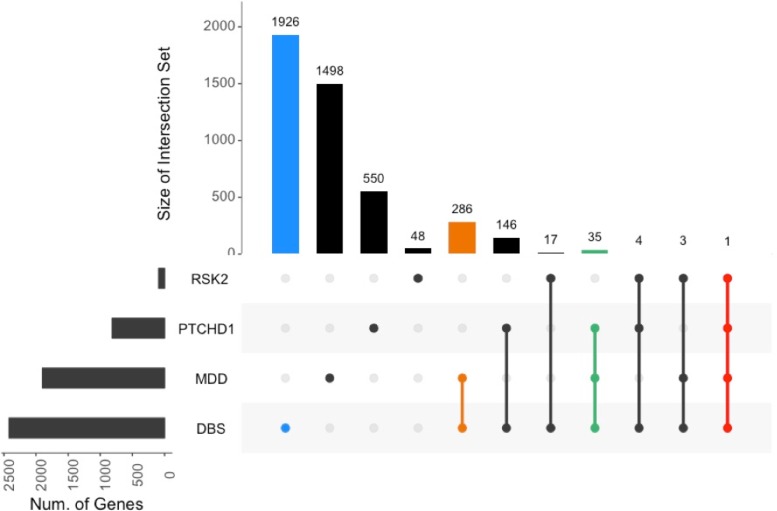
Overlap between the DBS dataset and neurologic disorders. Overlap of genes downregulated in intellectual disability models and human major depressive disorder (MDD) with those genes found to be significantly upregulated (FDR < 0.05, fold-change >25%) by forniceal DBS in WT mice.

We also evaluated a dataset obtained from post-mortem human brain tissue from individuals with major depressive disorder (MDD) (Duric et al., 2013). Again, we found a small but significant overlap between this dataset and DBS-upregulated genes, with 17% (325 genes) of the genes that are decreased in expression in the dentate gyrus of patients with MDD being upregulated by forniceal DBS (Figure 7A). We were surprised to find that a substantial number of genes in each of these disorders were induced by DBS in WT mice, and that the overlaps between these datasets and DBS-induced genes are significant and not due to chance (Fisher exact test; p<0.001). Further, when we assessed which genes were found in the overlap between these datasets and the DBS data, we saw that few genes were shared among all of the disorders (Figure 7—figure supplement 1), indicating that the potential transcriptional benefits of DBS would be different for each disorder.

Finally, given the upregulation of neurogenesis-associated genes following DBS, we also assessed whether a significant overlap could be observed between our DBS dataset and other datasets where neurogenesis is thought to be a key component of the treatment. Specifically, we assessed gene expression data gathered after treatment with either fluoxetine, a selective serotonin reuptake inhibitor (SSRI), or running, both of which have been shown to enhance adult neurogenesis (Miller et al., 2013; Samuels et al., 2014). When we compared the genes that were upregulated by fluoxetine treatment, we found that approximately 35% (237 genes) are also upregulated by DBS (Figure 7B). Nearly 22% (166 genes) of the genes upregulated after 4 days of running are also increased post-DBS (Figure 7B). In both comparisons, the overlap with DBS is significant (Fisher exact test; p<0.001). These findings suggest that DBS utilizes some of the same transcriptional programs activated by fluoxetine and running.

## Discussion

The intricate dynamics of the neuronal response to stimulation are a pressing topic of research in neuroscience, while the use of neuromodulation is emerging as a viable intervention for many neuropsychiatric disorders. This work provides an unbiased snapshot of the molecular milieu of a neuron following DBS-induced activation and is the first study, to our knowledge, to combine proteomics, transcriptomics, and epigenomics to address the question of how neuronal activity, induced by an intervention used in humans, shapes the function of a neuron.

### The influence of forniceal DBS on wild-type neurons

We found that forniceal DBS induces changes in the expression of thousands of genes and splice variants, and many of these changes are in genes that have been previously reported to be activity-dependent (Eom et al., 2013; Flavell et al., 2008; Halder et al., 2016; Kim et al., 2010; Lin et al., 2008; Madabhushi et al., 2015; Xiang et al., 2007). The finding that many genes in the DBS dataset overlap with genes upregulated by environmental enrichment (see Figure 1—figure supplement 1) suggests that DBS acts through physiological pathways involved in plasticity.

The observation that a significant proportion of DBS-induced genes are involved in regulation of apoptosis is particularly interesting, as it hints that DBS is supporting the survival of either existing DG neurons or of newly born neurons in the subgranular zone. Consistent with the hypothesis that DBS influences newborn neurons is the finding that numerous genes are differentially expressed following DBS specifically in neuroprogenitor cells. This indicates that forniceal DBS not only influences gene expression in mature granule cells but in cycling cells in the dentate gyrus. This finding also helps explain why neurogenesis is strongly enhanced following chronic forniceal DBS (Hao et al., 2015). To better understand the mechanisms of action of forniceal DBS, further studies are needed to determine if neurogenesis is required for the behavioral improvement observed post-DBS. Such data may refine the patient populations (those with or without intact adult neurogenesis) that could benefit from this intervention.

Forniceal DBS also dramatically alters isoform expression in stimulated cells, and we identified hundreds of splicing changes, particularly in synaptic and neurogenic proteins, which occurred in the absence of overall gene-level expression changes. These changes are of particular note because they would be overlooked by analyses that focus on gene-level changes. Although many isoforms have yet to be characterized in terms of their function, localization, and/or interactor differences, many of the isoforms we detected do have unique features within their protein coding regions, suggesting that these isoforms play distinct roles from other isoforms of the same gene. More work is needed to better understand the functional consequences of these splicing changes and their overall influence on neurons.

Our proteomics data revealed that a subset of transcription factors are among the first proteins altered following DBS, including a number of Jun-family transcription factors. However, given the limitations in terms of the number of proteins that can be confidently identified in a given sample, we cannot rule out the possibility that some proteins may have been overlooked in our analysis. When looking at the targets of the identified transcription factors in the DBS dataset, we do find a number of genes and downstream transcription factors that have been directly linked to regulation by the Jun-family factors. This list of targets is still likely to underestimate the actual number of genes regulated by these transcription factors, as the TRANSFAC database, which contains validated interactions, is not an exhaustive list of all targets. These newly synthesized proteins help to augment the transcriptional cascade mediated by already existing Jun family proteins within the cell and may also serve as activity-dependent epigenetic regulators (Su et al., 2017). A recent study found that neuronal activity can influence chromatin accessibility and Junb and Fos are enriched at these newly opened regions (Su et al., 2017). Thus, these newly synthesized proteins may also act to reshape the chromatin landscape to influence later phases of activity-dependent gene expression.

In addition to transcription and proteomic changes, we also identified unique DNA methylation signatures of activity-dependent genes and thousands of DNA methylation changes that occur upon neuronal stimulation. Because the dentate gyrus is comprised primarily of granule neurons (Guo et al., 2011), the methylation patterns we observed belong predominantly to this neuronal subtype. However, we cannot exclude the possibility that a subset of the DNA methylation changes we identified result from changes in other dentate cell types. We found that mCG levels tended to be lower on the promoters and gene bodies of DBS-upregulated genes. Further, mCG levels were lower on these genes in both sham and DBS samples, suggesting that lowered methylation provides a priming effect, enabling rapid gene expression increases. In addition to these preexisting methylation patterns that correlate with the response of the gene to DBS induction, we also noted thousands of regions where DBS induced methylation changes. Alterations in mCG density were overrepresented in exon and promoter regions, yet these changes did not tend to fall within the genes with the greatest alterations in expression post-DBS. An interesting possibility is that these methylation changes occur in genes whose expression rises at later time points. Unlike the changes in mCG methylation, mCH methylation changes tended to follow the genome distribution and lacked obvious methylation signatures on activity-dependent genes. These findings suggest that mCH may have less of a direct role in activity-dependent gene expression changes. It may be, however, that the changes we see in both mCG and mCH levels in intergenic regions affect the activity of enhancer regions, thereby indirectly influencing gene expression.

### Understanding the transcriptional effects of DBS in *Mecp2*-deficient mice

It is remarkable that nearly all of the same genes upregulated by DBS in WT mice were also upregulated in *Mecp2* KO mice—and to the same levels as those seen in WT animals. A point of open debate in the field is whether MeCP2 is involved in activity-dependent transcription (Chen et al., 2003; Cohen et al., 2011; Ebert et al., 2013; Martinowich et al., 2003; Zhou et al., 2006). These data unequivocally show that MeCP2 is not required for DBS-induced activity-dependent gene expression in the dentate gyrus: KO mice are capable of activating the same transcriptional programs following DBS as WT mice. This enhanced expression even occurs in genes such as *Bdnf*, which have historically been proposed to need changes in MeCP2 binding for appropriate expression after neuronal activation. The finding that MeCP2 is not required for DBS-induced transcription is also consistent with the methylation data we gathered. Genes that are upregulated by DBS have lower baseline mCG methylation levels. Thus, MeCP2 is less likely to bind to these genes and contribute to the regulation of their expression.

In addition to upregulating normal activity-dependent gene expression paradigms in KO mice, one of the likely benefits of DBS in *Mecp2*-null mice is the rescue of abnormal expression of synaptic proteins. Among the genes rescued are *Gad2* (Glutamate Decarboxylase 2) and *Grin2d* (Glutamate Ionotropic Receptor NMDA Type Subunit 2D). These genes are of particular interest because perturbations in the balance between inhibitory and excitatory signaling in MeCP2 mouse models has been well established, and both GABA synthesis and NMDA receptor signaling have been implicated in the circuit dysfunction observed in these mice (Calfa et al., 2015; Chao et al., 2010; Chao et al., 2007; Ure et al., 2016). This enhanced transcription and neurogenesis likely contribute to the improvements in learning and memory observed following chronic DBS in Rett mice. Consistent with this hypothesis are our findings of sustained transcriptional rescue in *Mecp2*-heterozygous female mice weeks after chronic forniceal DBS treatment ended. It is notable that 17 days after DBS was completed, we observed normalization of *Gad2* and a handful of other signaling molecules. While many genes show a trend toward rescued expression in Het DBS samples, we predict that more genes would be significantly rescued if we assessed transcription at an earlier time point post-chronic DBS, as the restoration of normal gene expression likely tapers off over time. Thus, repeating forniceal stimulation every few weeks throughout life would be necessary to maintain the effects of its benefits in dentate neurons.

### Potential beneficial effects of DBS in other neuropsychiatric disorders

Forniceal DBS holds therapeutic promise for other diseases where hippocampal function is disrupted, as we found that DBS-upregulated genes overlap significantly with genes downregulated in other intellectual disability disorders and depression. These findings suggest that SSRI-resistant patients with major depressive disorder may benefit from DBS, as this treatment is able to both induce expression of genes that are downregulated in these patients as well as upregulate many of the same genes induced by fluoxetine treatment.

Finding effective treatments for intellectual disabilities is one of the most pressing unmet needs in modern medicine. The vast number of different genetic changes involved in intellectual disabilities and neuropsychiatric disorders makes it hard to imagine that a drug-based treatment could be effective. Although considered an invasive treatment, DBS has proven safe in humans and could offer therapeutic options for these otherwise untreatable disorders.

## Materials and methods

**Key resources table:** 

Reagent or resource	Source	Identifier
Critical Commercial Assays		
Aurum Total RNA Fatty and Fibrous Tissue Kit	Bio-Rad	Cat #: 7326830
TruSeq RNA Library Prep Kit v2	Illumina	RS-122–2001
Quick-DNA Universal Kit	ZymoResearch	Catalog #: D4068
EZ DNA Methylation Lightning Kit	ZymoResearch	Catalog #: D5030
TruSeq DNA Methylation Kit	Illumina	EGMK81312
Deposited Data		
Raw data	This paper	GSE107357, GSE107383 and GSE111703
Analyzed data	This paper	See Source Data files
Mouse reference genome GRCm38 (M10)	GENCODE	http://www.gencodegenes.org/mouse_releases/10.html
Duric (MDD dataset)	Duric et al. (2013)	GSE24095
Madabhushi (Activity Dependent Genes)	Madabhushi et al. (2015)	GSE61887
Reanalyzed Running Dataset (Neurogenesis)	Miller et al. (2013)	GSE39697
Flavell (Activity Dependent Genes)	Flavell et al. (2008)	GSE13539
Guo (Activity Dependent Genes)	Guo et al. (2011)	GSE30493
Halder (Activity Dependent Genes)	Halder et al. (2016)	GSE74971
Kim (Activity Dependent Genes)	Kim et al. (2010)	GSE21161
Lacar (Activity Dependent Genes)	Lacar et al. (2016)	GSE77067
Lin (Activity Dependent Genes)	Lin et al. (2008)	GSE11261
Xiang (Activity Dependent Genes)	Xiang et al. (2007)	GSE6254
Fluoxetine (Neurogenesis)	Samuels et al. (2014)	GSE43261
Rsk2 KO/Coffin Lowry Syndrome (IDD)	Mehmood et al. (2011)	GSE22137
PTCHD1 KO (IDD)	Ung et al. (2017)	GSE80312
Experimental Models: Organisms/Strains		
Mecp2-null (KO) mouse (B6.129P2(C)-Mecp2^tm1.1Bird/J^)	Jackson laboratory	Stock number: 003890 RRID:IMSR_JAX:003890
Wild-type FVB males for breeding (FVB/NJ)	Jackson laboratory	Stock number: 001800 RRID:IMSR_JAX:001800
Wild-type 129 males for backcrossing (129S6/SvEvTac)	Taconic	Catalog #: 129SVE-M RRID:IMSR_TAC:129sve
Oligonucleotides		
Primers for RT-qPCR	This paper	Supplementary file 1
Recombinant DNA		
Unmethylated cl857 Sam7 Lambda DNA	Promega	D1521
Software and Algorithms		
STAR aligner (v2.4.2a)	Dobin et al. (2013)	https://github.com/alexdobin/STAR/releases/tag/STAR_2.4.2a RRID:SCR_015899
HTSeq (v 0.9.1)	(Anders et al., 2015)	https://htseq.readthedocs.io/en/release_0.9.1/ RRID:SCR_005514
DESeq2	Love et al. (2014)	https://bioconductor.org/packages/release/bioc/html/DESeq2.html RRID:SCR_015687
ggplot2	Hadley Wickham. ggplot2: Elegant Graphics for Data Analysis (2010)	https://github.com/tidyverse/ggplot2 RRID:SCR_014601
UpSetR	CRAN Package	https://cran.r-project.org/web/packages/UpSetR/index.html https://doi.org/10.1093/bioinformatics/btx364 RRID:SCR_003005
Limma	Bioconductor Package	http://bioconductor.org/packages/release/bioc/html/limma.html RRID:SCR_010943
pheatmap	CRAN Package	https://cran.r-project.org/web/packages/pheatmap/index.html RRID:SCR_003005
GeneOverlap	(Shen, 2013)	http://bioconductor.org/packages/GeneOverlap/ RRID:SCR_006442
TRANSFAC database	geneXplain	http://genexplain.com/transfac/ RRID:SCR_005620
Kallisto	(Bray et al., 2016)	https://pachterlab.github.io/kallisto/download
Sleuth	(Pimentel et al., 2017)	https://github.com/pachterlab/sleuth
R Project for Statistical Computing	https://www.r-project.org	RRID:SCR_001905
Population Specific Expression Analysis	(Kuhn et al., 2011)	https://bioconductor.org/packages/release/bioc/html/PSEA.html RRID:SCR_006442
rMATS v3.2.5	(Shen et al., 2014)	http://rnaseq-mats.sourceforge.net/
Bismark	(Krueger and Andrews, 2011)	http://www.bioinformatics.babraham.ac.uk/projects/bismark/ RRID:SCR_005604
Prism 6	https://www.graphpad.com/scientific-software/prism/	RRID:SCR_015807
Tableau Desktop 10.5	https://www.tableau.com	RRID:SCR_013994
methylKit	(Akalin et al., 2012)	https://bioconductor.org/packages/release/bioc/html/methylKit.html RRID:SCR_005177
deepTools	(Ramírez et al., 2014)	http://deeptools.readthedocs.io/en/latest/index.html
IGV	(Thorvaldsdóttir et al., 2013)	http://software.broadinstitute.org/software/igv/ RRID:SCR_011793
webGestalt	(Zhang et al., 2005)	http://www.webgestalt.org/option.php RRID:SCR_006786
EntichmentMap	(Merico et al., 2010)	http://baderlab.org/Software/EnrichmentMap
Cytoscape	(Shannon et al., 2003)	http://cytoscape.org/ RRID:SCR_003032
bedGraphToBigWig	ENCODE	https://www.encodeproject.org/software/bedgraphtobigwig/ RRID:SCR_015482

### Contact for reagent and resource sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Huda Zoghbi ().

### Experimental model and subject details

#### Mice

The Mecp2-null mice were obtained from Jackson laboratory (Strain: B6.129P2(C)-Mecp2^tm1.1Bird/J^; stock number: 003890). Heterozygous females were back-crossed to pure 129 males for >10 generations. These pure 129 *Mecp2*-heterozygous females were then bred with wild-type FVB males to produce the FVB/129 F1-hybrid mice that were used for all of the studies in this paper. They were group-housed with up to five mice per cage prior to surgery and individually housed with nesting material in the cage after surgery. They were maintained on a 14 hr light:10 hr dark cycle (light on at 06:00) with standard mouse chow and water *ad libitum* in our AAALAS-accredited facility. All experimental procedures and tests were conducted during the light cycle. Surgery was performed on 6–7 week-old male wild-type and *Mecp2*^-/Y^ mice, and 6–7 week-old female wild-type and *Mecp2*-heterzoygous mice. The evoked activity in the dentate gyrus was reevaluated two weeks after electrode placement, and the strength of the elicited activity was used to assign mice to either the DBS (strong signal) or sham groups (weak signal). Acute DBS or sham treatment was performed between two and three weeks post-surgery (mice were 8–9 weeks of age). Chronic DBS was started when mice were approximately 9 weeks of age.

#### Study approval

All research and animal care procedures were approved by the Baylor College of Medicine Institutional Animal Care and Use Committee.

### Method details

#### Deep Brain Stimulation

Surgery was performed as previously described (Hao et al., 2015). Mice were unilaterally implanted at 6 weeks of age with a bipolar stimulating electrode directed to the fimbria-fornix (FF) and two recording electrodes placed in the CA1 and dentate gyrus regions of the hippocampus, respectively. After a two-week recovery period, the mice were assigned to either the DBS or the sham group, and acute DBS or sham treatment was performed in 8–9 weeks old mice. Both groups were exposed to identical conditions except the sham group did not receive electrical stimulation. Acute DBS parameters: 45 min of DBS (130 Hz, 60μs, 50μA) with a 20 min recovery period prior to euthanasia. DG tissue was microdissected in ice cold PBS, flash frozen and stored at −80°C until it was needed for downstream studies. For chronic DBS, mice were also implanted at 6 weeks of age, given two weeks to recover, and then assigned to either DBS or sham treatment. Chronic DBS parameters: 1 hr per day for 14 days (130 Hz, 60μs, 50μA). Sham mice were concurrently placed into stimulation chambers for 1 hr daily but did not receive electrical stimulation. Dentate gyrus tissue was collected 17 days after end of the 2 weeks of stimulation or sham treatment.

#### RNA isolation

RNA extraction and purification was performed using the Aurum Total RNA Fatty and Fibrous Tissue Kit (Bio-Rad, Hercules, CA; catalog #: 7326830) per the kit instructions, and genomic DNA was eliminated using an on-column DNase digestion step. RNA quality was assessed using the Agilent 2100 Bioanalyzer system prior to being used for either library preparation (deep sequencing) or reverse transcription (qPCR).

#### RNA-Sequencing

RNA library preparation for the acute DBS male samples was performed using three sham-treated and 4 DBS-treated *Mecp2*-null mice (biological replicates), and two sham-treated and 4 DBS-treated wild-type mice (biological replicates) were used for library preparation, and one wild-type sham sample was sequenced twice to provide a third technical replicate so that counts for sham gene expression would be similar between the two genotypes. For the chronic DBS female samples, 4 WT sham and 4 WT DBS mice were used (biological replicates) and 3 *Mecp2*-heterozygous sham mice and four heterozygous DBS mice were used for sequencing (biological replicates). For both acute DBS and chronic DBS samples, the TruSeq RNA Library Prep Kit v2 (Illumina RS-122–2001) and 250 ng of total RNA was used to make each library, and ERCC RNA Spike-In Mix 1 or 2 (Thermo Fisher 4456740) was added to the samples prior to library preparation. Samples were paired end sequenced (PE100) on a HiSeq2500 in high-output mode using the v4 sequencing kit (Illumina; SBS: FC-401–4003, paired-end flow cell: PE-401–4001).

### Reverse transcription and qPCR

For the acute DBS male data, a new cohort of mice was used for the qPCR analysis, with four sham-treated and 4 DBS-treated mice per genotype (each sample is a biological replicate). Additionally, for the acute female DBS data, a new cohort was used that had 4 WT sham, 4 WT DBS, 4 Het sham, and 6 Het DBS samples (each a biological replicate; age 8–9 weeks old at time of tissue collection). Extracted total RNA was reverse transcribed using M-MLV Reverse Transcriptase (Invitrogen, Waltham, MA; catalog #: 28025013) and random primers (Invitrogen 48190011). Quantitative PCR was performed using iTaq Universal SYBR Green Supermix (Bio-Rad 1725124), and a CFX96 Real-Time PCR Detection System (Bio-Rad C1000 Thermal Cycler). Cycling conditions: 1. 95°C for 3 min 2. 95°C for 0:10 3. 58°C for 0:30 + plate read 4. Go to 2, 39 more times 5. 95°C for 0:10 6. Melt curve 65°C to 95°C, increment of 0.5°C for 0:05 + plate read. The primers used for PCR are listed in Supplementary file 1.

#### Bisulfite library preparation and sequencing

Genomic DNA was extracted from two wild-type male sham mice (biological replicates) and two wild-type male DBS mice (biological replicates) using the Quick-DNA^TM^ Universal Kit (ZymoResearch catalog #: D4068) according to the kit instructions for solid tissues. 50 ng of extracted gDNA were spiked with 0.1% (w/w) of Unmethylated cl857 Sam7 Lambda DNA (Promega, Madison, WI) that served as an unmethylated internal control. The DNA mixture was subjected to bisulfite treatment (ZymoResearch EZ DNA Methylation Lightning Kit; ZymoResearch, Irvine, CA) and was eluted into 9 uL. Library generation from bisulfite treated DNA was performed using the Illumina TruSeq DNA Methylation Kit (Illumina, San Diego, CA) according to the manufacturer's instructions. To allow for multiplexed sequencing of libraries from bisulfite-treated DNA, individual libraries were barcoded using the Illumina TruSeq DNA Methylation Index PCR kit (Illumina, San Diego, CA; Catalog #: EGIDX81312). Samples were then sent to the Genomic and RNA Profiling Core (GARP) for sequencing.

The Genomic and RNA Profiling (GARP) Core first conducted Sample Quality checks using the NanoDrop spectrophotometer and Agilent Bioanalyzer 2100. To quantify the adapter-ligated library and confirm successful P5 and P7 adapter incorporations, we used the Applied Biosystems ViiA7 Real-Time PCR System and a KAPA Illumina/Universal Library Quantification Kit. Additional bead clean-up using Beckman Coulter Agencourt AMPure XP beads was needed to remove residual primer/adapter dimers prior to quantification and sequencing. GARP then sequenced the libraries on the HiSeq 2500 Sequencing System using the High Output v4 System.

Briefly, to remove residual primer dimers, measured at 6% by pmol/ul on the Agilent 2100 BioAnalyzer, GARP performed an additional post-library prep clean up using Beckman Coulter Agencourt AMPure XP Beads (p/n A63881) at a 1:1 library to bead volume proportion. The manufacturer’s protocol was then used to remove the lower molecular weight fragments which include previous unremoved primer dimers. The resulting libraries were quantitated using the NanoDrop spectrophotometer and fragment size assessed with the Agilent Bioanalyzer to confirm dimer removal. A qPCR quantitation was performed on the libraries to determine the concentration of adapter ligated fragments using Applied Biosystems ViiA7 Real-Time PCR System and a KAPA Illumina/Universal Library Quantification Kit (product p/n; KK4824, protocol v1.14). Libraries were then equimolarly pooled and the resulting pool was again quantified using the KAPA Library Quantification Kit. Using the concentration from the ViiA7 qPCR machine above, 27pM and 28pM of library was loaded onto thirteen lanes on two high output v4 flowcells (Illumina p/n PE-401–4001) and amplified by bridge amplification using the Illumina cBot machine (cBot protocol: PE_HiSeq_Cluster_Kit_v4_cBot_recipe_v9.0). PhiX Control v3 adapter-ligated library (Illumina p/n 15017666) and RNA-Seq library was spiked-in at 2% and 13% by weight, respectively, to ensure sufficient balanced diversity and to monitor clustering and sequencing performance. A paired-end 125 cycle run was used to sequence the flowcell on a HiSeq 2500 Sequencing System (Illumina p/n FC-401–4003).

#### Sample preparation for mass spectrometry

Wild-type male samples were used for proteomics analyses. There were 5 DBS samples (biological replicates) and four sham samples (biological replicates). Samples were prepared as previously described (Weekes et al., 2014) with the following modification. All solutions are reported as final concentrations. Lysis buffer (8 M Urea, 1% SDS, 50 mM Tris pH 8.5, Protease and Phosphatase inhibitors from Roche) was added to the cell pellets to achieve a cell lysate with a protein concentration of ~2 mg/mL and the final concentration was determined by a micro-BCA assay (Pierce, Rockford, IL). Proteins were reduced with 5 mM DTT at room temperature for one hour and alkylated with 15 mM Iodoacetamide at room temperature for one hour in the dark. Proteins were precipitated using methanol/chloroform. In brief, four volumes of methanol was added to the cell lysate, followed by one volume of chloroform, and three volumes of water. The mixture was vortexed and centrifuged to separate the chloroform phase from the aqueous phase. The precipitated protein was washed with one volume of ice cold methanol. The washed precipitated protein was allowed to air dry. Precipitated protein was resuspended in 4 M Urea, 50 mM Tris pH 8.5. Proteins were first digested with LysC (1:50; enzyme:protein) for overnight at 25°C. The LysC digestion was diluted to 1 M Urea, 50 mM Tris pH 8.5 and then digested with trypsin (1:100; enzyme:protein) for another 8 hr at 25°C. Peptides were desalted using a C_18_ solid phase extraction cartridges as previously described. Dried peptides were resuspended in 200 mM EPPS, pH 8.0. Peptide quantification was performed using the micro-BCA assay (Pierce). The same amount of peptide from each condition was labeled with tandem mass tag (TMT) reagents (1:4; peptide:TMT label) (Pierce). The 10-plex labeling reactions were performed for 2 hr at 25°C. Modification of tyrosine residues with TMT was reversed by the addition of 5% hydroxyl amine for 15 min at 25°C. The reaction was quenched with 0.5% TFA and samples were combined at a 1:1:1:1:1:1:1:1:1:1 ratio. Combined samples were desalted and offline fractionated into 24 fractions as previously described.

#### Liquid chromatography-MS3 spectrometry (LC-MS/MS)

12 of the 24 peptide fraction from the basic reverse phase step (every other fraction) were analyzed with an LC-MS3 data collection strategy (McAlister et al., 2014) on an Orbitrap Fusion mass spectrometer (Thermo Fisher Scientific, Waltham, MA) equipped with a Proxeon Easy nLC 1000 for online sample handling and peptide separations. Approximately 5 µg of peptide resuspended in 5% formic acid +5% acetonitrile was loaded onto a 100 µm inner diameter fused-silica micro capillary with a needle tip pulled to an internal diameter less than 5 µm. The column was packed in-house to a length of 35 cm with a C_18_ reverse phase resin (GP118 resin 1.8 μm, 120 Å, Sepax Technologies, Newark, DE). The peptides were separated using a 180 min linear gradient from 3% to 25% buffer B (100% ACN +0.125% formic acid) equilibrated with buffer A (3% ACN +0.125% formic acid) at a flow rate of 600 nL/min across the column. The scan sequence for the Fusion Orbitrap began with an MS1 spectrum (Orbitrap analysis, resolution 120,000, 400–1400 m/z scan range, AGC target 2 × 10^5^, maximum injection time 100 ms, dynamic exclusion of 90 s). The ‘Top10’ precursors were selected for MS2 analysis, which consisted of CID (quadrupole isolation set at 0.5 Da and ion trap analysis, AGC 8 × 10^3^, NCE 35, maximum injection time 150 ms). The top ten precursors from each MS2 scan were selected for MS3 analysis (synchronous precursor selection), in which precursors were fragmented by HCD prior to Orbitrap analysis (NCE 55, max AGC 1 × 10^5^, maximum injection time 150 ms, isolation window 2.5 Da, resolution 60,000.

### Quantification and statistical analysis

#### Sample size selection

Data collection and experimental analyses were performed in a blinded manner whenever possible. Sample sizes for RNA and protein analyses were chosen based on prior studies from our laboratory to ensure adequate power for statistical analyses. Sample number and coverage for whole-genome bisulfite sequencing was determined based on the recommendations in Ziller et al., 2015 (Ziller et al., 2015).

#### Differential gene expression analyses

The quality of raw reads was assessed using FastQC (Andrews, 2010). The average per base quality score across all the files were greater than 34 and had passed all the major tests. The raw reads were aligned to the Mus musculus genome (Gencode Version M10 -- Ensembl 85) using STAR v2.4.2a (Dobin et al., 2013). The mappability of unique reads for each sample was approximately 92%. The raw counts were computed using *quantMode* function in STAR and HTSeq (Anders et al., 2015) for chronic DBS data. The obtained read counts are analogous to the expression level of each gene across all the samples.

RNA libraries for the acute DBS male samples were prepared in two batches, and sequencing was performed in three batches. Therefore, we used batch as a covariate in our model for differential expression analysis using DESeq2 (Love et al., 2014). RNA libraries from the chronic DBS female samples were prepared in a single batch and were sequenced in a single batch. Genes with raw mean reads greater than 40 (i.e., ~15,568 genes) were used for normalization and differential gene expression analysis using DESeq2 package in R. Wald test defined in the DESeq function of the package was used for differential expression analysis and shrunken log fold-changes (i.e., obtaining reliable variance estimates by pooling information across all the genes) were used for further analysis. For chronic DBS data all protein coding genes with mean read count greater than 40 were tested for differential expression. Principal Component Analysis (PCA), hierarchical clustering plots (hclust) and XY plots between replicates of same genotypes were used to examine for nominal amounts of non-technical variation and other latent factors. PCA, hclust and bar plots were generated using ggplot2 (Wickham, 2010). All the heatmaps of differentially expressed genes were generated using pheatmap package (Kolde, 2012) in R environment, except for heat maps shown in Figure 6C which were generated using Tableau Desktop 10.5.

#### Comparison of RNA-Seq data to other activity datasets

To determine the overlap between upregulated genes due to DBS at baseline and with the genes related to activity, intellectual disorder and neurogenesis, the published list of differentially expressed genes were downloaded from the supplementary files in each study except for GSE39697 (or Running Dataset on GEO [Barrett et al., 2013]). Because of the frequent changes in gene name and annotation, we used MGI batch query (Eppig et al., 2015) to facilitate uniform comparison between these gene lists. Statistical significance of association for each of the overlapping gene lists was calculated using *testGeneOverlap* function in GeneOverlap package (Shen, 2013). *testGeneOverlap* function uses Fisher’s exact test to find the significance.

For comparison of activity dependent genes, we used the list of differentially expressed upregulated genes (Flavell et al., 2008; Guo et al., 2011; Halder et al., 2016; Kim et al., 2010; Lacar et al., 2016; Lin et al., 2008; Xiang et al., 2007) and downregulated genes (Madabhushi et al., 2015). We used the list of differentially expressed upregulated genes from following studies for comparison of neurogenesis genes (Lopez-Atalaya et al., 2011; Samuels et al., 2014). In case of running dataset (GSE39697), we compared mice samples across two different conditions – 4 days of running and zero running. RMA function (Gautier et al., 2004; Irizarry et al., 2003) in the R ‘affy’ package was used to perform background correction, normalization and summarization of core probesets. NetAffx annotation file was used to map affy probes to its official gene symbols. Limma (Ritchie et al., 2015), a R package was used for differential expression analysis and genes with FDR < 0.05 and absolute logFC >0 were called as differentially expressed and were used for further analysis. For Intellectual Disorder, we used list of differentially expressed downregulated genes from the following studies (Mehmood et al., 2011; Ung et al., 2017).

#### Differentially Expressed Isoforms analyses

DEIs were computed using the pipeline described in (Yalamanchili et al., 2017). Isoform expression was quantified from raw pair-end fastq files (RNA-Seq data) using *Kallisto* (Bray et al., 2016), an alignment free transcript quantification program. Reference transcript sequences of GRCm38 VM10 were downloaded from GENCODE website. Kallisto index was build using a kmer length of 31 and quantification was performed using 100 bootstrap samples. Differentially expressed Isoforms were computed using both *DESeq2* (Love et al., 2014) and *Sleuth* (Pimentel et al., 2017) independently. Batch information is passed as a covariate. An FDR cutoff of 0.05 and fold change cutoff of 2 were used to call significant DEIs. For reliability, only isoforms that were called differential by both the methods (DESeq2 and Sleuth) were considered for further downstream analyses.

#### RNA splicing analysis

Annotated alternative splicing changes were quantified and classified using rMATS (Shen et al., 2014). Alignment files (BAM) and reference annotations (GTF) from GENCODE were passed to rMATS. Insert length is computed as average fragment size (400 bp) - (2*read length). rMATS classifies splicing events into five categories, skipped exons, retained introns, mutually exclusive exons, alternative 5` and 3` splice sites. An FDR cutoff of 0.05 and an inclusion level difference cutoff of less than −0.2 or greater than 0.2 were used to screen for statistically significant changes.

#### DNA methylation analyses

Reference genome preparation and read alignment were done using Bismark (Krueger and Andrews, 2011). Bisulfite treatment compatible reference (mm10) was prepared by converting C→T and G→A using bismark_genome_preparation command. Raw fastq files were aligned to the bisulfite-converted reference using the command bismark using bowtie2 (Langmead and Salzberg, 2012) aligner with multi-seed length of 25 and 0 mismatch tolerance (-L 25 N 0). Next, methylated C’s were called in three different contexts (CpG, CHG and CHH) using bismark_methylation_extractor command. The output from methylation extractor was then converted to bedgraph format using bismark2bedGraph script. Bedgraph files were visualized using Integrative Genomics Viewer (Thorvaldsdóttir et al., 2013) Sample-wise genome-wide cytosine reports with every single cytosine in the genome were generated using the coverage2cytosine module. Cytosine positions with a minimum of 10 mapped reads were considered for further downstream analysis.

Base level differential methylation was computed using methylKit (Akalin et al., 2012). Samples were normalized to median coverage and replicates were pools to perform fisher’s test. Significant differentially methylated regions (DMRs) were extracted with an q-value cutoff of 0.05% and 50% methylation difference. These DMRs were annotated gene features such as promoter, exon, intron and intergenic accordingly. Significance levels were estimated by random sampling genomic regions (as many as DMRs) 1000 times and annotating them to respective regions. P-values were computed as the proportion of random trials that were greater/less than the observed proportions.

Methylation profiles (mCG and mCH) of up-regulated, down-regulated and unaltered genes (from RNA-Seq data) were plotted using deeptools (Ramírez et al., 2014). ComputeMatrix module was used to quantify the methylation (from bedgraph files) and plotProfile module was used to draw the line plots. Methylation levels for differentially spliced exons were computed at 5 p and 3 p ends as a window of 300 bp (250 intronic and 50 exonic nucleotides). Base level methylation was computed as the proportion of number of methylated cytosines to the total number of reads (cytosines) aligned to that position. Methylation level of a region is computed as the average base level methylation of constituting cytosine positions.

#### Gene Ontology analysis

Gene ontology term enrichment analysis was performed using WEB-based Gene SeT AnaLysis Toolket (Zhang et al., 2005). All expressed genes with mean read count greater than 40 were used as background (a total of 13785 genes). An FDR cutoff of 0.05 was used. Top GO terms were clustered based on the number of genes shared using EnrichmentMap (Merico et al., 2010) and visualized in Cytoscape (Shannon et al., 2003). Bar plots were generated using the Prism six software package.

#### Network analysis

To study the regulatory networks altered due to DBS, we utilized the TRANScription FACtor database (TRANSFAC, release 2017.2), specific to interactions annotated to mouse. First, we extracted the target genes of the three transcriptional factors (TFs) that were found to be increased in the mass spectrometry data (Jun, Junb, and Fosl2). Next, we further extracted the targets of genes extracted from the first step. This two-step process reveals both the direct (first layer) and strong indirect (the second layer) transcriptional changes of these three TFs. Finally, we overlaid the expression change patterns observed at the gene- and isoform-levels on the extracted regulatory network. In Figure 3, we showed the core regulatory network, which is composed of genes that are either significant DEG’s (FDR < 0.05, 2-fold) or DEI’s (FDR < 0.05, 2-fold).

#### PSEA analysis

PSEA (Population Specific Expression Analysis) (Kuhn et al., 2011) was used to estimate cell type specific gene expression changes. Four regression models have been built for the major cellular subpopulations inside the dentate gyrus using marker genes highly expressed in granular cells (‘C1ql2’,‘Dsp’,‘Trpc6’,‘Pitpnm2’,‘Btg1’), mossy cells (‘Calb2’,‘Fgf1’), neural stem cells (‘Nes’,‘Sox2’,‘Fabp7’), or neural progenitor cells (‘Dcx’,‘Dpysl3’). Marker genes used to calculate the reference expression signal were selected based on published cellular markers. Experimental conditions (DBS vs. Sham) were used to build the auxiliary regressor to retrieve cell type specific differential expression genes. The cell-type specific differentially expressed genes were selected based on PSEA optimal regression model with the following criteria: F-test, p<0.01, adjusted R squared >0.8. To reduce the number of false positive results, genes with large intercepts were excluded. All of the above deconvolution analyses were performed through the PSEA R package (PSEA version: 1.8.0; www.bioconductor.org/packages/release/bioc/html/PSEA.html). PSEA results are available in Figure 1—source data 3, which provides the following information: coef.1 is the noise, coef.2 is the normalized population specific expression, coef.3 is the normalized relative differences between DBS and sham treatment, and pvalue.1, pvalue.2, and pvalue.3 indicate significance of coef.1, 2, or 3, respectively, as determined by the F-test in the linear regression analysis.

#### RT-qPCR analysis

Samples were run in triplicate for all primer sets analyzed, and the average C_t_ value of the three replicate wells was used for the relative quantification of gene expression using the comparative C_t_ method (Schmittgen and Livak, 2008). With this method, the average C_t_ value for a given primer was compared to the geometric mean of the C_t_ values of three control primers: mGAPDH, mActB, and mAtf2. These control primers were chosen based on the low variability in expression level between wild-type and *Mecp2*-null male mice as well as low variability between the male sham and DBS groups (Figure 1—figure supplement 2). Significance of expression was determined by using an unpaired, two-tailed t-test comparing the expression in DBS samples vs the expression in sham samples for a given genotype or with an two-way ANOVA with Holm-Sidak correction for multiple comparisons when comparing heterozygous sham, Het DBS, WT sham, and WT DBS mice using the GraphPad Prism six software; bar plots were also generated using the Prism six software. Primers for RT-qPCR can be found in Supplemental file 1.

#### LC-MS3 data analysis

A suite of in-house software tools were used to for. RAW file processing and controlling peptide and protein level false discovery rates, assembling proteins from peptides, and protein quantification from peptides as previously described. MS/MS spectra were searched against a Uniprot mouse database (February 2014) with both the forward and reverse sequences. Database search criteria are as follows: tryptic with two missed cleavages, a precursor mass tolerance of 50 ppm, fragment ion mass tolerance of 1.0 Da, static alkylation of cysteine (57.02146 Da), static TMT labeling of lysine residues and N-termini of peptides (229.162932 Da), and variable oxidation of methionine (15.99491 Da). TMT reporter ion intensities were measured using a 0.003 Da window around the theoretical m/z for each reporter ion in the MS3 scan. Peptide spectral matches with poor quality MS3 spectra were excluded from quantitation (<200 summed signal-to-noise across 10 channels and <0.5 precursor isolation specificity). Significance of protein level differences was calculated using an unpaired, two-tailed t-test.

### Data and software availability

#### Sequencing data availability

The raw reads from the RNA-Sequencing and bisulfite sequencing data can be accessed on GEO with the following record numbers: GSE107357, GSE107383, and GSE111703. Our quantified gene and transcript counts following mapping can be accessed in Figure 1—source data 1, Figure 2—source data 1, Figure 5—source data 1, Figure 5—source data 2, and Figure 6—source data 1. All quantified mass spectrometry data is available in Figure 3—source data 1, and the locations of significant differentially methylated regions (DMRs) for each methylation type (mCG and mCH) are provided in Figure 4—source data 1.

#### TRANSFAC database software

A license was purchased from geneXplain (http://genexplain.com/transfac/) for use of this database.

## Additional files

Supplementary file 1. RT-qPCR primers used for validation of gene expression and splicing differences.

Transparent reporting form

### Major datasets

The following datasets were generated:

Pohodich AEZoghbi HY2018RNA-Sequencing data - acute DBShttps://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE107357Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE107357).

Pohodich AEZoghbi HY2018Whole-Genome bisulfite sequencinghttps://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE107383Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE107383).

Pohodich AEZoghbi HY2018RNA-Sequencing data - chronic DBShttps://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111703Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE111703).

The following previously published datasets were used:

Duric VBanasr MStockmeier CASimen AANewton SSOverholser JCJurjus GJDieter LDuman RS2013Altered expression of synapse and glutamate related genes in post-mortem hippocampus of depressed subjects.https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE24095Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE24095).

Miller JANathanson JFranjic DShim SDalley RAShapouri SSmith KASunkin SMBernard ABennett JLLee CKHawrylycz MJJones ARAmaral DGSestan NGage FHLein ES2013Conserved molecular signatures of neurogenesis in the hippocampal subgranular zone of rodents and primateshttps://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE39697Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE39697).

Flavell SWKim TKGray JMHarmin DAHemberg MHong EJMarkenscoff-Papadimitriou EBear DMGreenberg ME2008Genome-wide analysis of MEF2 transcriptional program reveals synaptic target genes and neuronal activity-dependent polyadenylation site selectionhttps://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE13539Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE13539).

Guo JUMa DKMo HBall MPJang MHBonaguidi MABalazer JAEaves HLXie BFord EZhang KMing GLGao YSong H2011Neuronal activity modifies the DNA methylation landscape in the adult brain.https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE30493Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE30493).

Halder RHennion MVidal ROShomroni O2016DNA methylation changes in plasticity genes accompany the formation and maintenance of memoryhttps://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE74971Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE74971).

Kim TKHemberg MGray JMCosta AM2010Widespread transcription at neuronal activity-regulated enhancershttps://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE21161Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE21161).

Lacar BLinker SBJaeger BNKrishnaswami SBarron JKelder MParylak SPaquola AVenepally PNovotny MO'Connor CFitzpatrick CErwin JHsu JYHusband DMcConnell MJLasken RGage FH2016Nuclear RNA-seq of single neurons reveals molecular signatures of activation.https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE77067Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE77067).

Lin YBloodgood BLHauser JLLapan ADKoon ACKim TKHu LSMalik ANGreenberg ME2008Activity-dependent regulation of inhibitory synapse development by Npas4.https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE11261Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE11261).

Xiang GPan LXing WZhang LHuang LYu JZhang RWu JCheng JZhou Y2007Identification of activity-dependent gene expression profiles reveals specific subsets of genes induced by different routes of Ca(2+) entry in cultured rat cortical neurons.https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE6254Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE6254).

Madabhushi RGao FPfenning ARPan LYamakawa SSeo JRueda RPhan TXYamakawa HPao PCStott RTGjoneska ENott ACho SKellis MTsai LH2015Activity-Induced DNA Breaks Govern the Expression of Neuronal Early-Response Genes.https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61887Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE61887).

Samuels BALeonardo EDDranovsky AWilliams AWong ENesbitt AMMcCurdy RDHen RAlter M2014Global state measures of the dentate gyrus gene expression system predict antidepressant-sensitive behaviors.https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE43261Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE43261).

Mehmood TSchneider ASibillec JMarques-Pereira PPannetier SAmmar MDembele DThibault-Carpentier CRouach NHanauer A2011Transcriptome profile reveals AMPA receptor dysfunction in the hippocampus of the Rsk2-knockout mice, an animal model of Coffin-Lowry syndrome.https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE22137Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE22137).

Ung DIacono GMéziane HStunnenberg HGVincent JBKasri NNHérault YLaumonnier F2017Ptchd1 deficiency induces excitatory synaptic and cognitive dysfunctions in mousehttps://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE80312Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE80312).

How the deposited data were processed for this re-analysis (not part of the article)

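RNA-Seq of the dentate gyrus was analysed for 14 libraries from 13 male mice in 4 groups, WT and Mecp2-null (KO) mice with sham treatment or DBS. The authors aligned reads of 100 bases from both ends to mm10 with STAR (2.4.2a in the submitters' processing notes, which also name FastQC, DESeq and DESeq2) and the GENCODE M10 annotation, and deposited whole-number counts per gene for each library, without normalization. The libraries do not keep strand, so the column of counts over both strands was used, and reads of genes that overlap on opposite strands cannot be told apart. The 92 features of the ERCC spike-in, 1 row of human MECP2 (1 to 10 counts per library) and 4 summary lines were left out of library sizes and tests. Read pairs without a gene made up 12.0% to 15.5% of the uniquely mapped ones and pairs in several genes 3.83% to 4.21%, and 91.8% to 93.1% of pairs mapped uniquely. Gene names and coordinates came from GENCODE M21, on the same build GRCm38, in which 48058 of 48440 gene identifiers were found when the version was ignored.

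The 2 runs of WT sham mouse 1 were added. Genes with a mean count above 40 were kept, scaled by TMM and fitted with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) over all 13 mice. The fit had terms for the group and for the batch of the labels, with 2 levels. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05, and gene lists were tested with camera of limma 3.58.1. The comparisons were DBS against sham in WT and in KO mice, KO against WT in sham and in DBS mice, and the difference of the DBS responses. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The method was tested on simulated data with 200 changed genes. At the depth and number of mice of these data, and with the same spread in sham and DBS mice, most simulated 2-fold changes were found. Few changes of 1.2-fold were found, of which edgeR called 4% between WT DBS and WT sham mice. These rates may differ where many more genes change, as with DBS.

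The groups, the tests, 36 gene lists, the alternatives and the rule for named genes were fixed before the data were examined, although some values in the paper's tables had been seen. The rule took the genes that the paper names, the 12 genes with the largest rise and the 12 with the largest fall in the main comparisons (5 each way in the others) among genes that passed the test without overlap of the groups at a mean normalized count of at least 100, up to 4 members of each list that passed, and genes that check the labels. In all, 28 alternatives were run, among them DESeq2 1.42.0, the study's stated settings, other scalings and filters, and each mouse left out. Isoforms, DNA methylation, proteins and RT-qPCR were not analysed here.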

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

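The tests of Fos against batch and against unstimulated mice were chosen only after the result was seen. The rule for judging the general rise of genes with DBS was changed after settings were seen to differ.

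Fos differed 27.6-fold among the 8 DBS mice, and a lower share of granule cells was excluded, as the mean of 11 granule cell markers differed by a ratio of 1.31 at most. The batch of the labels was excluded as the whole source, as Fos differed 20.99-fold between the KO DBS mice of batch 1 and 18.5-fold between those of batch 2. Between WT DBS mice of 1 batch it differed 4.496-fold and 1.43-fold, and both mice of batch 1 lay below both of batch 2, so that batch stays open for part of the spread in WT mice. Unstimulated mice labelled as DBS were excluded, as the lowest DBS mouse had 7.69 times the Fos of the highest sham mouse. The strength of the evoked response in each mouse, and the time of dissection, were not tested and stay open.

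Irak1 was higher in KO sham mice, by 1.08 on the log2 scale, and the paper's text does not name this gene. A change of the whole region around Mecp2 was excluded, as the median of 28 other neighbours was −0.028 (−0.31 to 0.11), and none passed the test. Reads of overlapping genes were excluded, as they changed by 0.0635% of the change of Irak1. Irak1 lies 2673 base pairs from Mecp2, and an effect of the deleted allele on Irak1 may account for the difference as well as loss of MeCP2, which these mice cannot separate.

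Of the genes lower in KO sham mice, 25% rose by over 20% with DBS in KO mice. The general rise of genes with DBS cannot be told apart, as 9.47% of 10000 random lists matched on mean expression held at least as many such genes, but 0.02% did with the study's stated settings and 16.8% with only the groups compared. The KO sham mice that both comparisons share were not excluded. The highest count in 20 simulations without any change in KO DBS mice was 0, but this could not decide the question. The simulated mice were drawn from the means of the same KO sham mice, and 0 genes rose by over 20% in any simulation. Both KO groups lack MeCP2 (log2 fold change of Mecp2 with DBS −0.024 in KO mice), so its loss alone cannot account for the rise. Whether its loss alters the response of these genes as a set stays open and was not tested.

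For DBS against sham in KO mice, chance was excluded, since the real grouping gave 4951 genes changed by over 20% in a fit of the 7 mice alone, the most of 35 splits (1 of 35 with as many), and the highest other gave 2391. For KO DBS against WT DBS mice, chance was not excluded, since 2 of 35 splits gave as many genes as the real grouping, which gave 66. The highest other split, of WT DBS mice 1 and 2 and KO DBS mice 3 and 4 from the other 4, gave 736, several times the real count, which points to a structure of the samples other than genotype. It parted the WT mice by the batch of the labels, while each side held 1 KO mouse of each batch. The split of all 8 mice by this batch gave fewer genes than the real grouping. These were also the 4 DBS mice with the lowest Fos counts, so this split also parted mice with low Fos from mice with high Fos. It was singled out for its count of genes, and no test was planned on Fos.

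The DBS response differed between KO and WT mice for 8 of the fixed lists by camera. None did with an estimated correlation, under which no list passed in any comparison. The median KO minus WT log2 difference was −0.296 for microglia, −0.335 for oligodendrocyte and −0.288 for oligodendrocyte precursor markers (camera adjusted p = 3.57e-10, 5.87e-07 and 0.000129, and adjusted p = 0.462, 0.559 and 0.462 with an estimated correlation), and these calls held with each mouse left out. In the same order, the median between KO and WT mice was 0.08, 0.33 and −0.16 with sham treatment (camera adjusted p = 0.263, 2.02e-08 and 0.212, and adjusted p = 0.53 with an estimated correlation for the oligodendrocyte markers) and −0.22, −0.01 and −0.44 with DBS (camera adjusted p = 6.24e-05, 0.97 and 6.98e-07, and adjusted p = 0.796, 0.984 and 0.204 with an estimated correlation). For interneuron markers it was −0.25 with sham treatment (camera adjusted p = 1.36e-08, and adjusted p = 0.463 with an estimated correlation) and −0.13 with DBS (camera adjusted p = 0.188). The difference of responses was 0.181 for interneuron markers (0.00264, and 0.65 without WT sham mouse 2), −0.129 for astrocyte markers (0.00385, and 0.0745 without KO DBS mouse 4) and −0.138 for endothelial markers (0.00385, and 0.21 and 0.123 without WT sham mouse 2 or KO sham mouse 1). For genes of actin and targets of serum response factor it was −0.147 (0.00824, and 0.08, 0.181, 0.129, 0.0925 and 0.174 without WT sham mouse 1, WT DBS mouse 3, KO sham mouse 1 or KO DBS mouse 3 or 4). For granule cell markers it was −0.121 (0.0187, and 0.194, 0.319, 0.0627, 0.12 and 0.106 without WT sham mouse 1, WT DBS mouse 3, KO sham mouse 1 or KO DBS mouse 1 or 2). For lists outside the granule, mossy, stem and progenitor cells of the paper's analysis by cell type, the median WT log2 fold change with DBS was 0.502 for microglia markers, 0.448 for oligodendrocyte markers and 1.31 for heat shock genes.

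In 160 groups of 4 DBS mice, over 80 genes, 6 held 1 mouse far from the others by the gap as a share of the group's range (Dixon's test), which chance gives in about 1 of 20 groups. These were Atf2 in KO DBS mouse 1 (8664 against 9203 to 9251 normalized counts, 0.918), Birc2 in KO DBS mouse 3 (2798 against 2498 to 2526 normalized counts, 0.908), C1qc in WT DBS mouse 4 (1794 against 1528 to 1570.0 normalized counts, 0.845), Card6 in WT DBS mouse 1 (140 against 87.7 to 93.4 normalized counts, 0.892), Hsph1 in WT DBS mouse 1 (46250.0 against 66040.0 to 68250.0 normalized counts, 0.899) and Kcnj4 in KO DBS mouse 1 (14680.0 against 16270.0 to 16560.0 normalized counts, 0.847).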

How the results depend on the processing

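No test was chosen only after the result was seen in this part. Of 12499 values of named genes under the alternatives, 11814 kept their direction and side of the threshold, 637 no longer passed, 48 newly passed and 0 reversed, and without WT sham mouse 1 74 of 184 named WT values no longer passed. Of 4860 list values, 4662 kept their side, 111 no longer passed, 86 newly passed and 1 reversed, meningeal fibroblast markers in the difference of responses without KO DBS mouse 4 (adjusted p = 0.0174, the lowest with 1 mouse left out, against a highest of 0.924). With an estimated correlation, 0 of 44 list calls passed, not even that of the activity-regulated transcription factors in WT mice, most of which rose. This setting therefore cannot tell the lists apart. The cause was not tested except where fewer genes or mice enter.

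DESeq2 gave 30 genes higher and 91 lower in KO sham mice, 539 differing between KO DBS and WT DBS mice, and 32 lower in KO sham mice that rose with DBS, and the study's stated settings gave 85, 156 and, of those that rose, 39. With no filter, 1147 genes rose and 803 fell at least 2-fold in WT and 1034 and 547 in KO mice, 7 were higher and 97 lower in KO sham mice, 458 differed between the DBS groups and 30 of the lower genes rose. With filterByExpr, 712 and 514 genes fell 2-fold in WT and KO mice. With no batch term, 10 of the lower genes rose. With only the groups compared, 127 genes were higher and 250 lower in KO sham mice, 66 differed between the DBS groups and 34 of the lower genes rose. With the replicate block, 1 gene was higher and 6 lower, 98 differed between the DBS groups and 2 of the lower genes rose. No pairing by number was seen, as 7 of 16 pairs with the same number correlated above 0.1 and 1 of 13 mice correlated best with a mouse of its own number. The check used differences from the group means, which mirror each other in the 2 WT sham mice (0.505 and −0.505 with WT DBS mouse 1). It therefore cannot exclude a pairing.

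With 1 mouse left out, the genes raised and lowered 2-fold numbered 475 to 799 and 296 to 578 in WT and 516 to 699 and 249 to 422 in KO mice, and those changed over 20% 3006 to 6503 and 4080 to 5936. In KO sham mice 1 to 4 were higher and 3 to 29 lower, 74 to 268 differed between the DBS groups, 0 to 8 of the lower genes rose, and no response differed. Of genes raised in WT mice, 81.4% to 98.5% rose in KO mice, with a median difference of −0.37 to −0.05, 7 to 8 DBS mice lay on the DBS side of the tree and 39 to 51 lists passed. Where 1 WT sham mouse was left, it was assumed to vary like the other groups. In simulated data at the depth of these libraries, 90% to 100% of 2-fold changes were called in each comparison, and changes of 1.2-fold were mostly missed. The simulation changed 200 genes, so these rates may differ where many more genes change, as with DBS. Depth was not varied, so its part was not tested.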

Differences from the paper's values

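No test was chosen only after the result was seen in this part. The paper reports 39 genes low in KO sham mice that DBS restored, and 6 genes lower in KO sham mice rose by over 20% with DBS in KO mice. As a share of the lower genes, the paper's value and the value here are both 25%, and of 26 alternatives 21 lie within 1.5 times of it, all but upper-quartile scaling (16.0%), only the groups compared (13.6%) and WT sham mouse 1 or 2 or KO sham mouse 3 left out (66.7%, 40.0% and 0%). For the number, among the alternatives set before the data were examined, DESeq2 (32), the study's stated settings (39), no filter (30) and only the groups compared (34) lie within 1.5 times the paper's value, and the others do not. The paper describes its 39 genes as back at the WT level or above, while its legend gives a rise of over 20% at an FDR under 0.05. A count of means is therefore not the same measure as the paper's 39. The KO DBS mean, which was not tested against the WT sham mean, reached it for 0 of the 6 genes here. It did so for 7 of 39 with the study's stated settings, 2 of 32 with DESeq2 and 11 of 34 with only the groups compared.

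In Fig. 5A, read by eye, the paper shows about 160 genes down and about 80 up in KO sham mice, where 24 and 4 passed here. For the genes down, only the study's stated settings (156) lie within 1.5 times, and for the genes up, the study's stated settings (80) and only the groups compared (120) do. The fit here took 1 spread over all 13 mice, with a biological coefficient of variation of 0.125, against 0.0558 among sham mice. With the mice of the 2 sham groups alone, 250 genes were lower and 127 higher, so the counts of 24 and 4 depend on which mice enter the fit.

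The paper states that Gad2, Grin2d and Syt6 were among the restored genes. Gad2 rose in KO mice (0.40), while Grin2d did not pass with DBS in KO mice (0.09, adjusted p = 0.463 from edgeR) and Syt6 was not called lower in KO sham mice (−0.42, adjusted p = 0.31 from edgeR). A legend of a supplement to Fig. 1 describes Actb, Gapdh and Atf2 as stable, and Actb (1.46) and Gapdh (0.36) rose in WT mice, while Atf2 did not pass (−0.11). The paper states that sham mice were divided by genotype in the tree, and here the first split among them parted KO mouse 3 from the other 4 and the next parted KO mice 1 and 2 from WT mice 1 and 2.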

Other observations

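No test was chosen only after the result was seen in this part. Of 12 heat shock and chaperone genes, 7 rose with DBS in WT mice and 12 in KO mice at an adjusted p under 0.05 from edgeR, with the same counts adjusted over the list alone (camera adjusted p = 0.000338 and 2.36e-06, and adjusted p = 0.572 and 0.457 with an estimated correlation). Hsph1, a cochaperone of Hsp70 proteins, rose by 1.48 on the log2 scale in WT mice (standard error 0.29, adjusted p = 0.00298 from edgeR) and by 1.71 in KO mice (standard error 0.26, adjusted p = 0.000516). Of 11 genes of inflammation, 7 rose in WT mice (8 adjusted over the list alone, camera adjusted p = 0.00132, and adjusted p = 0.508 with an estimated correlation). Ccl2, a chemokine that attracts monocytes, rose by 5.65 (standard error 0.71, adjusted p = 2.1e-05 from edgeR) and Ptx3, a secreted pentraxin of innate immunity, by 2.13 (standard error 0.41, adjusted p = 0.0023). Fewer heat shock genes passed in WT mice without WT sham mouse 1, which leaves 1 WT sham mouse. In KO mice, 7 rose without KO sham mouse 3.

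Of 8 neural stem cell genes 5 rose in WT mice and of 11 neuroblast genes 6, with the same counts adjusted over the list alone (camera adjusted p = 0.025 and 0.042, and adjusted p = 0.508 and 0.567 with an estimated correlation). Sox9, a transcription factor of neural stem cells and astrocytes, rose by 1.25 (standard error 0.17, adjusted p = 0.00024 from edgeR), and Sox11, a transcription factor of immature neurons, by 1.85 (standard error 0.19, adjusted p = 6.09e-05). In KO mice 4 stem cell and 3 neuroblast genes rose (7 and 2 adjusted over the list alone), and neither list passed camera (adjusted p = 0.0818 for both). Of 8 genes of cell division, 1 rose and 1 fell in each genotype (1 and 1 in WT and 0 and 1 in KO mice adjusted over the list alone, camera adjusted p = 0.859 and 0.905), and with any 1 mouse left out at most 2 rose and 1 fell. In WT mice, fewer stem cell and neuroblast genes passed without WT sham mouse 1 or 2, each of which leaves 1 WT sham mouse. The KO counts were 1 and 2 stem cell genes without KO sham mouse 3 or KO DBS mouse 1. They were 1 neuroblast gene without KO sham mouse 1 or 2. The neuroblast call of camera ended without WT sham mouse 1, WT DBS mouse 2 or KO DBS mouse 4 (adjusted p = 0.165, 0.105 and 0.0581).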
